# Skeletal muscle TET3 promotes insulin resistance through destabilisation of PGC-1α

**DOI:** 10.1007/s00125-023-06073-5

**Published:** 2024-01-13

**Authors:** Beibei Liu, Di Xie, Xinmei Huang, Sungho Jin, Yangyang Dai, Xiaoli Sun, Da Li, Anton M. Bennett, Sabrina Diano, Yingqun Huang

**Keywords:** Diabetes, Insulin resistance, Mitochondria, Obesity, PGC-1α, Skeletal muscle, TET3

## Abstract

**Aim/hypothesis:**

The peroxisome proliferator-activated receptor-γ coactivator α (PGC-1α) plays a critical role in the maintenance of glucose, lipid and energy homeostasis by orchestrating metabolic programs in multiple tissues in response to environmental cues. In skeletal muscles, PGC-1α dysregulation has been associated with insulin resistance and type 2 diabetes but the underlying mechanisms have remained elusive. This research aims to understand the role of TET3, a member of the ten-eleven translocation (TET) family dioxygenases, in PGC-1α dysregulation in skeletal muscles in obesity and diabetes.

**Methods:**

TET expression levels in skeletal muscles were analysed in humans with or without type 2 diabetes, as well as in mouse models of high-fat diet (HFD)-induced or genetically induced (*ob*/*ob*) obesity/diabetes. Muscle-specific *Tet3* knockout (mKD) mice were generated to study TET3’s role in muscle insulin sensitivity. Genome-wide expression profiling (RNA-seq) of muscle tissues from wild-type (WT) and mKD mice was performed to mine deeper insights into TET3-mediated regulation of muscle insulin sensitivity. The correlation between PGC-1α and TET3 expression levels was investigated using muscle tissues and in vitro-derived myotubes. PGC-1α phosphorylation and degradation were analysed using in vitro assays.

**Results:**

TET3 expression was elevated in skeletal muscles of humans with type 2 diabetes and in HFD-fed and *ob*/*ob* mice compared with healthy controls. mKD mice exhibited enhanced glucose tolerance, insulin sensitivity and resilience to HFD-induced insulin resistance. Pathway analysis of RNA-seq identified ‘Mitochondrial Function’ and ‘PPARα Pathway’ to be among the top biological processes regulated by TET3. We observed higher PGC-1α levels (~25%) in muscles of mKD mice vs WT mice, and lower PGC-1α protein levels (~25–60%) in HFD-fed or *ob*/*ob* mice compared with their control counterparts. In human and murine myotubes, increased PGC-1α levels following TET3 knockdown contributed to improved mitochondrial respiration and insulin sensitivity. TET3 formed a complex with PGC-1α and interfered with its phosphorylation, leading to its destabilisation.

**Conclusions/interpretation:**

Our results demonstrate an essential role for TET3 in the regulation of skeletal muscle insulin sensitivity and suggest that TET3 may be used as a potential therapeutic target for the metabolic syndrome.

**Data availability:**

Sequences are available from the Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/) with accession number of GSE224042.

**Graphical Abstract:**

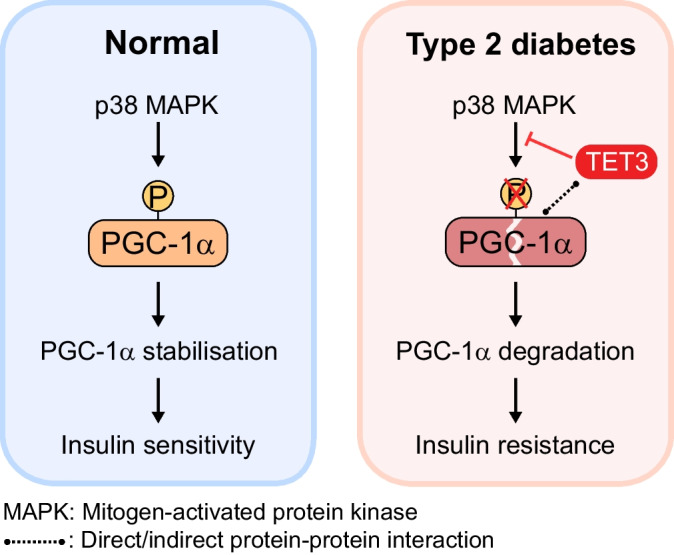

**Supplementary Information:**

The online version contains peer-reviewed but unedited supplementary material available at 10.1007/s00125-023-06073-5.

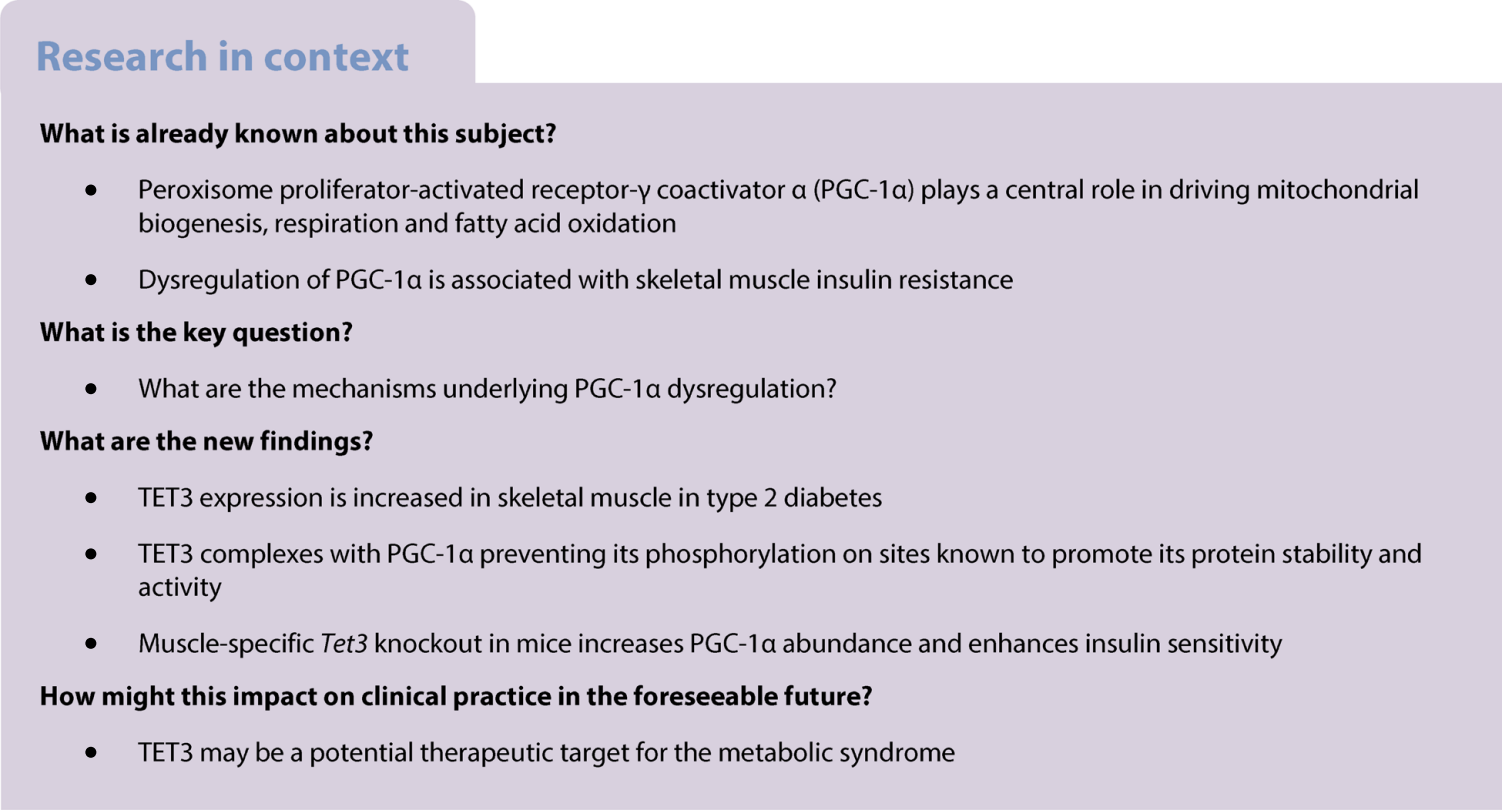

## Introduction

The hallmark of type 2 diabetes is persistent hyperglycaemia resulting from a combination of peripheral insulin resistance and inappropriate secretion of insulin and glucagon from the pancreas [1]. Chronic hyperglycaemia in combination with other metabolic aberrations causes damage to organs and blood vessels and substantially increases the risk for various complications, leading to premature disability and death [1, 2]. Skeletal muscle is the major tissue responsible for insulin-stimulated glucose disposal and muscle insulin resistance is a critical component in the pathogenesis of type 2 diabetes [3–5]. While the exact causes of muscle insulin resistance remain incompletely understood, available literature points to dysregulation of peroxisome proliferator-activated receptor-γ coactivator α (PGC-1α) as an important mechanism. As a transcriptional coactivator, PGC-1α plays a critical role in the maintenance of glucose, lipid and energy homeostasis by orchestrating metabolic programs in response to numerous environmental stimuli (e.g. nutrients, temperature, exercise) in a tissue-specific manner [6, 7]. Highly expressed in skeletal muscle, PGC-1α has been implicated in the regulation of energy metabolism, myofibre composition, skeletal muscle mass, angiogenesis and neuromuscular junction remodelling [7–9]. The best studied role of PGC-1α in myocytes is its ability to powerfully drive the transcriptional program of mitochondrial biogenesis, respiration and fatty acid β-oxidation through co-ordinately activating a wide variety of transcription factors including nuclear respiratory factors, oestrogen related receptors, and peroxisome proliferator-activated receptor (PPAR) family members [7, 8, 10]. An additional role of PGC-1α is to promote fatty acid uptake and lipid biosynthesis by upregulating a set of genes involved in these processes. Given the implication of myocyte overload of lipid/intermediate lipid metabolites in causing insulin resistance, a fine balance between the two actions of PGC-1α (fatty acid uptake/lipid biosynthesis vs fatty acid oxidation) is critical to metabolic health. Indeed, supraphysiological muscle overexpression of PGC-1α paradoxically induces intramuscular lipid accumulation and insulin resistance in transgenic mice [11, 12], whereas modest increases (~25%) in PGC-1α protein abundance in muscle promote insulin sensitisation [9, 13–15]. Importantly, repression of the PGC-1α-dependent mitochondrial program has long been documented in skeletal muscles of individuals with type 2 diabetes, and PGC-1α dysregulation and hence mitochondrial insufficiency are widely acknowledged contributors to muscle insulin resistance [9, 16–19]. However, the causes of PGC-1α dysregulation have remained elusive.

The ten-eleven translocation (TET) family of dioxygenases (TET1, TET2 and TET3) regulate gene expression by oxidising methylated cytosine (5mC) to 5-hydroxymethylcytosine (5hmC) and further oxidised derivatives, leading to DNA demethylation [20, 21]. TET-induced epigenetic regulation can also occur in an enzymatic activity-independent manner [22–28]. Despite the importance of TETs in development, cancer, stem cells and immunity [20, 24, 25, 29–33], their roles in energy metabolism have just begun to be recognised, as exemplified by a few recent publications [27, 28, 34–36]. We were the first to report that TET3 expression is increased in the livers of humans with type 2 diabetes and in mouse models of type 2 diabetes, contributing to hyperglycaemia [34]. Mechanistically, TET3 induces promoter demethylation of the transcription factor, hepatocyte nuclear factor 4α (HNF4α), promoting hepatic glucose production [34]. We later reported that the hepatic TET3/HNF4A regulatory pathway underlies the therapeutic effects of metformin [35]. Recently, a role for TETs in adipose tissues in energy expenditure has also been uncovered. In mouse adipocytes, it was shown that TET1 coordinates with histone deacetylase 1 (HDAC1) to epigenetically suppress thermogenic gene transcription and that adipocyte-specific *Tet1* knockout in mice increases energy expenditure and protects against diet-induced obesity and insulin resistance [27]. Likewise, adipose-specific ablation of all three *Tet* genes enhances β-adrenergic responses, increases energy expenditure and protects against obesity [28]. Mechanistically, TETs suppress the transcription of β_3_-adrenergic receptor by recruiting histone deacetylases to its promoter [28]. Further, we have recently documented that CRISPR-mediated, agouti-related protein (AgRP) neuron-specific *Tet3* ablation induces hyperphagia, systemic insulin resistance, obesity and type 2 diabetes [36]. Mechanistically, we reported a dynamic association of TET3 with the *Agrp* promoter in response to leptin signalling that induces 5hmC modification and association of a chromatin-modifying complex, leading to transcription inhibition of *Agrp*. Importantly, this regulation occurs both in mouse models and human cells [36]. In the current work we report that TET3 regulates skeletal muscle insulin sensitivity through a novel mechanism of action.

## Methods

### Animals

All animal work was approved by the Yale University Institutional Animal Care and Use Committee. All mice used in this report were female. Mice were housed at 22–24°C under a 12 h light–dark cycle and were fed with regular chow (RC) (Harlan Teklad no. 2018, IN, USA; 18% energy from fat) or high-fat diet (HFD) (Research Diets, NJ, USA, D12451; 45% energy from fat); water was provided ad libitum. C57BL/6J (Jax, CT, USA, 000664), HAS-Cre79 (Jax, 006149) and *Lep*^ob/ob^ (Jax, 000632) mice were purchased from the Jackson Laboratory. The *Tet3*^fl/fl^ mice were generous gifts from A. Rao from La Jolla Institute for Immunology (CA, USA). The muscle-specific *Tet3* knockout (mKD) mice were created by crossing *Tet3*^fl/fl^ mice with mice expressing Cre recombinase under the control of human α skeletal muscle actin (HSA) promoter (HSA-Cre79 mice). TET3 floxed littermates (wild-type [WT]) were used as controls. Randomisation was not feasible during group assignment, but results were analysed in a blinded manner whenever possible. Data were not included if values were excluded by outlier test. For information on animal numbers, refer to figure legends. Before experiments, mice were allowed to acclimate for at least 7 days in our animal facility.

### Body composition and indirect calorimetry analyses

Body composition was assessed by MRI (EcoMRI; Echo Medical Systems, TX, USA). Food intake, energy expenditure and locomotor activity were measured using an indirect calorimetry chamber (TSE Systems, Germany).

### GTT and ITT

The GTT and ITT were conducted as previously described [35]. For the GTT, following a 14 h overnight fast, each mouse received an i.p. injection of 2 g/kg body weight glucose (Sigma-Aldrich, MO, USA, G5767) in sterile saline (154 mmol/l NaCl). Blood glucose concentrations were measured using Contour next blood glucose meter (Ascensia Diabetes Care, NJ, USA) via tail vein bleeding at the indicated time points after injection. The ITT was performed in ad libitum fed mice. Each mouse received an i.p. injection of insulin, 1 U/kg (Humulin R; Eli Lilly, MA, USA). Blood glucose concentrations were measured using Contour next blood glucose via tail vein bleeding at the indicated time points after injection.

### Hyperinsulinaemic–euglycaemic clamp studies

The hyperinsulinaemic–euglycaemic clamp studies were performed using previously described methods [34]. Briefly, mice at the age of 12 weeks were catheterised in jugular veins with polyethylene catheters under deep anaesthesia. Mice were singly housed for a 4 day recovery period after surgery. The clamp experiments were performed using conscious and unrestrained mice after 16 h overnight fasting. The protocol consisted of a 120 min basal period (*t*=−120–0 min) followed by a 115 min clamp period (*t*=0–115 min). [3-^3^H]Glucose (185,000 Bq; Perkin Elmer, MA, USA) was given at *t*=−120 min followed by a 1850 Bq/min infusion for 2 h. During the basal period, at *t*=−15 min and *t*=−5 min, blood samples were taken for the assessment of basal glucose level and glucose turnover. The clamp period was begun at *t*=0 min with primed and continuous infusion of human insulin (8 mU/kg bolus followed by a rate of 2.5 mU kg^–1^ min^–1^; Humulin R; Eli Lilly). Blood glucose was measured by glucometer (Breeze 2; Bayer HealthCare, NJ, USA) at 10 min intervals, and 30% glucose was infused at a variable rate in order to maintain euglycaemic levels (6.1–7.2 mmol/l). Blood samples were collected every 10 min from *t*=70 min to *t*=115 min and processed to determine glucose specific activity. Following collection of the final blood sample, the mice were euthanised and tissues were harvested, frozen in liquid nitrogen and stored at −80°C until later use.

### Myoblast culture and differentiation

Undifferentiated mouse C2C12 myoblasts (Sigma-Aldrich, 91031101-iVL) were maintained in growth medium (DMEM [Gibco, NY, USA, 11965-092] supplemented with 10% (vol./vol.) FBS, heat inactivated, 1% (vol./vol.) penicillin/streptomycin, 1% (vol./vol.) l-glutamine and 1 mmol/l sodium pyruvate). Cells were authenticated and free of mycoplasma. To prepare for differentiation, cells were seeded at a density of 2.0×10^4^ cells/well in growth medium in 24-well plates. Differentiation was initiated 2 days later when cells became confluent by replacing growth medium with differentiation medium containing 2% horse serum (16050-130) in place of 10% FBS. The medium was changed every other day until transfection, which was performed on day 4 or 5 after initiation of differentiation. Cryopreserved primary human skeletal myoblasts (HSkMs) (Thermo Fisher Scientific, MA, USA, A11440) were purchased. To prepare for differentiation, cells were thawed in Gibco HSkM Differentiation Medium (DMEM Basal Medium [11885-084] supplemented with 2% horse serum) and seeded in a 24-well plate at a density of 2.4×10^5^ cells/well in the differentiation medium. Cells were incubated in a tissue culture incubator for 48 h to allow rapid differentiation, followed by siRNA transfection.

### siRNA transfection

To prepare siRNA transfection solution for each well of cells in a 24-well plate, 20 pmol of non-targeting control siRNA (NT siRNA) (Ambion, CT, USA, AM4636), siRNA specific for mouse *Tet3* (*Tet3* siRNA; Ambion, 4390815/s101483), mouse *Pgc1a* (*Pgc1a* siRNA; Ambion, 4390771/n253420), human *TET3* (*TET3* siRNA; Ambion, 4392420/s47239) or human *PGC1A* (*PGC1A* siRNA; Ambion, 4392420/s21394) was mixed with 100 μl of OPTI-MEM (Gibco, 31985-070) by gentle pipetting. In parallel, 6 μl of Lipofectamine RNAiMAX (Invitrogen, MA, USA, 13778-150) was mixed with 100 μl of OPTI-MEM by gentle pipetting, then the two were combined. Following 5 min of incubation at room temperature, the resulting 200 μl of transfection solution was added to each well of cells. For treatment with NT siRNA alone, 20 pmol of NT siRNA was used for each well of cells. For treatment with TET3 siRNA alone, 10 pmol of NT siRNA and 10 pmol of *TET3* siRNA (or *Tet3* siRNA) were used for each well of cells. For TET3/PGC-1α double knockdown, 10 pmol of *TET3* siRNA (or *Tet3* siRNA) and 10 pmol of *PGC1A* siRNA (or *Pgc1a* siRNA) were used for each well of cells. Therefore, the total amount of siRNAs for each well of cells was 20 pmol. After 12 h of incubation at 37°C in a 5% humidified CO_2_ tissue culture incubator, 300 μl of medium was added and incubation was continued for an additional 24 or 48 h until further analyses.

### PGC-1α protein stability assay

C2C12 myoblasts were transfected with NT siRNA or *Tet3* siRNA as described above for 48 h, followed by addition of cycloheximide (CHX) (Cell Signaling Technology, MA, USA 2112) at a final concentration of 50 μg/ml. Proteins were isolated at 0, 15, 30 and 45 min later and analysed by western blotting using anti-PGC-1α (dilution 1:1000; Proteintech, IL, USA, 66369-1-Ig) and horseradish peroxide (HRP)-conjugated anti-GAPDH (dilution 1:5000; Proteintech, HRP-60004).

### Western blot analysis

To extract proteins from cultured cells, myoblasts or myotubes were homogenised in situ using a pipette tip in 2 × SDS sample buffer with 10% β-mercaptoethanol at room temperature in less than 5 s followed by heating at 100°C for 5 min with occasional vortex. To extract proteins from muscle tissues, frozen tissue samples (~50 mg) were homogenised in 200 μl of tissue lysis buffer (15% SDS, 75 mmol/l Tris HCl, pH 7.4, 1× protease inhibitor cocktail [Thermo, 78438], 1× phosphatase inhibitor cocktail [Thermo, 78427], 5% β-mercaptoethanol) using a BeadBug6 Microtube homogeniser (Benchmark) set at speed 3600, 20 s on and 20 s off for six cycles. The lysate was cooled down on ice for 10 min, followed by centrifugation at 12,000 *g* at 4°C for 7 min to remove insoluble materials. The supernatant fraction was transferred to a new tube and glycerol (final concentration 20%) and bromophenol (for tracking purpose during gel running) were added. Samples were then heated at 100°C for 5 min with occasional vortex, aliquoted, and stored at −80°C until use. Tissue samples were freshly diluted at 1:1 – 1:3 in 2 × SDS sample buffer before loading. Cell and tissue samples were loaded at 5–10 μl per well onto 4–15% gradient SDS gels (Bio-Rad), followed by western blot analysis. The antibodies used were anti-TET3 (for mouse TET3; dilution 1:1000; Active motif, CA, USA, 61395), anti-TET3 (for human TET3; dilution 1:1000; GeneTex, CA, USA, GTX121453), anti-PGC-1α (dilution 1:1000; Proteintech, 66369-1-Ig), anti-phospho-Ser265 (dilution 1:1000), anti-phospho-Thr298 (dilution 1:1000), anti-TET2 (dilution 1:1000, Proteintech, 21207-1-AP) and HRP-conjugated anti-GAPDH (dilution 1:5000; Proteintech, HRP-60004). The secondary antibodies were HRP-linked anti-rabbit IgG (dilution 1:10,000; Rockland, PA, USA, 611-1322) and HRP-linked anti-mouse IgG (dilution 1:10,000; Cell Signalling Technology, 7076S).

### RNA extraction and real-time quantitative PCR

For cultured myoblasts and myotubes, total RNA was extracted using PureLink RNA Mini Kit (Ambion, 12183018A). For muscle tissues, total RNA was extracted using RNeasy Fibrous Tissue Mini Kit (Qiagen, MD, USA, 74704). cDNAs were synthesised using PrimeScript RT Reagent Kit (Invitrogen, TAKARA, RR037A) in a 20 μl reaction containing 0.2–0.5 μg of total RNA. Real-time quantitative PCR (RT-qPCR) was performed in a 15 μl reaction containing 0.5–1 μl of cDNA using iQSYBRGreen (Bio-Rad, CA, USA) in a Bio-Rad iCycler. PCR was performed by initial denaturation at 95°C for 5 min, followed by 40 cycles of 30 s at 95°C, 30 s at 60°C and 30 s at 72°C. Specificity was verified by melting curve analysis and agarose gel electrophoresis. The threshold cycle (C_t_) values of each sample were used in the post-PCR data analysis. Gene expression levels were normalised against the following housekeeping genes: β-tubulin for muscle tissues and RPLP0 for cultured myoblasts and myotubes. Real-time PCR primers are listed in electronic supplementary material (ESM) Table 1.

### Glucose uptake assay

The glucose uptake assay was performed on in vitro differentiated mouse and human myotubes in a 96-well plate using the Glucose Uptake Cell-Based Assay Kit (Cayman Chemical, MI, USA, catalogue no. 600470) according to the manufacturer’s instructions with minor modifications. On the day of the assay, culture media were replaced with 200 μl of glucose-free DMEM (Gibco, catalogue number 11966-025) and incubation was carried out for 2 h. Then, the medium was replaced with 100 μl of new glucose-free DMEM in the presence or absence of 100 nmol/l of insulin for 15–20 min. Subsequently, 100 μl of new glucose-free DMEM containing fluorescent 2-(*N*-[7-nitrobenz-2-oxa-1,3-diazol-4-yl]amino)-2-deoxyglucose at a final concentration of 150 μg/ml was added. Incubation was carried out in the dark for an additional 15 min in a tissue culture incubator. The medium was then removed and the myotubes were washed once with 200 μl of ice-cold PBS. After adding 100 μl of new ice-cold PBS to the myotubes, fluorescent intensity was immediately determined using the fluorescent plate reader (FilterMax F3&F5 Multi-Mode Microplate Reader; Molecular Devices, CA, USA). Results are presented with NT siRNA-transfected myotubes without insulin stimulation arbitrarily set as 1.

### Seahorse analysis

In vitro differentiated mouse and human myotubes in 24-well plates were used. Mitochondrial respiration analyses of myotubes were performed by the Islet, Oxygen consumption, Mass Isotopomer flux Core (IOMIC) at Yale using Seahorse XFPro (https://www.agilent.com/en/product/cell-analysis/real-time-cell-metabolic-analysis/xf-software/seahorse-wave-pro-software-2007523).

### Immunoprecipitation

To prepare antibodies, 50 μl (packed volume) of ChIP grade Dynabeads Protein G (Invitrogen, Thermo Scientific, 10004D) were washed twice with 1 ml of immunoprecipitation buffer (0.5% Triton X-100, 150 mmol/l NaCl, 10 mmol/l Tris HCl at pH 7.5, and 10 mmol/l EDTA), followed by incubation with 5 μg of rabbit polyclonal anti-TET3 (Active Motif, 61395), rabbit polyclonal anti-PGC-1α (Novus, NBP1-04676) or preimmune rabbit IgG in 300 μl of immunoprecipitation buffer at 4°C overnight. Antibody-bound beads were pelleted and kept on ice until use. To prepare lysate from muscle tissues, PBS-washed gastrocnemius muscle (GAS) tissues, freshly isolated from mice, were homogenised using a grinding tube in 1 ml of freshly prepared gentle lysis buffer (0.5% Triton X-100, 10 mmol/l NaCl, 10 mmol/l Tris HCl at pH 7.5, 10 mmol/l EDTA and 1× protease inhibitor cocktail). After centrifugation at 12,000 *g* at 4°C for 15 min to remove insoluble materials, 5 mol/l of NaCl was added to a final concentration of 200 mmol/l, and the lysate was transferred to a tube containing antibody/preimmune IgG-coated beads (250 μl of lysate per immunoprecipitation). Immunoprecipitation was carried out at 4°C for 4 h. Following this, beads were quickly washed twice with 1 ml of cold immunoprecipitation buffer and washed an additional three times by rotating at 4°C for 5 min each time. After the final wash, residual liquid was completely removed and the beads were eluted with 16 μl of 2 × SDS buffer (containing 1× phosphatase inhibitor cocktail and 1× protease inhibitor cocktail) at 100°C for 5 min. Eluant was loaded (10 μl per gel well) onto a 4–15% gradient SDS gel (Bio-Rad, 456-8086). For western blot analysis, anti-TET3 (Active Motif, 61395) and anti-PGC-1α (Novus, NBP1-04676) were used. The secondary antibodies used were Rabbit IgG TrueBlot (1:1000, Rockland, 18-8816-33). These unique HRP-conjugated monoclonal secondary antibodies enable detection of immunoblotted target proteins without hindrance by interfering immunoprecipitating immunoglobulin heavy and light chains.

### RNA-Seq and data analysis

Total RNAs were extracted from GAS tissues of 14-week-old RC-fed WT and mKD mice using RNeasy Fibrous Tissue Mini Kit (Qiagen, 74704). RNA-Seq library preparation and sequencing were conducted at Yale Stem Cell Center Genomics Core facility through poly A enrichment (lllumina TruSeq Stranded mRNA Library Prep Kit). Differential expression analysis between two different groups was performed using Partek Flow software, version 9.0.20.0622 (Partek, St Louis, MO, USA; https://www.partek.com/partek-flow/). Genes with a false discovery rate (FDR) below 0.05 and absolute fold change over 1.0 were analysed with Ingenuity Pathway Analysis using IPA software (Qiagen). Sequences are available from the Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/) with accession number GSE224042.

### Statistical analysis

The number of independent experiments and the statistical analysis for each figure are indicated in the legends. All statistical analyses (except RNA-seq which was performed using DESeq2 software) were performed using GraphPad Prism version 8 for Windows (GraphPad Software, La Jolla California USA; www.graphpad.com) and are presented as mean ± SEM. Two-tailed Student’s* t* tests (or as otherwise indicated) were used to compare means between groups. *p*<0.05 was considered significant.

## Results

### TET3 expression is elevated in skeletal muscles of humans and mice with diabetes

We performed data mining on publicly available datasets (Gene Expression Omnibus). The expression of *TET3* (but not *TET1* and *TET2*) mRNA was significantly increased in skeletal muscle tissues of humans with diabetes as compared with non-diabetic control counterparts (Fig. 1a,b) [37, 38]. Increased *TET3* expression was also detected in myocytes from individuals with diabetes (Fig. 1c) [39]. Next, we asked whether muscle TET3 expression would change in mice with obesity and diabetes. Thus, we subjected mice to HFD feeding for 12 weeks, starting at the age of 6 weeks. Age-matched mice fed RC were used as a control. Compared with control mice, the HFD-fed mice developed obesity and impaired glucose metabolism, as judged by a significant increase in body weight and fat mass accompanied by a decrease in lean body mass and an increase in fasting glucose level (ESM Fig. 1). To assess TET3 expression, GAS muscle, composed of both slow-twitch type I oxidative and fast-twitch type II glycolytic fibres, was isolated, followed by qPCR and immunoblotting analyses. TET3 expression was significantly increased in muscle of HFD-fed mice as compared with RC-fed mice, at both the mRNA and protein level (Fig. 1d). The specificity of TET3 antibody has been previously validated [36, 40, 41]. Similar observations were made in *ob*/*ob* mice, a genetic mouse model of obesity and type 2 diabetes (Fig. 1e). The strong positive correlation between obesity/diabetes and increased muscle TET3 expression in both humans and mice suggests a role for TET3 in regulation of muscle insulin sensitivity.

**Fig. 1:**
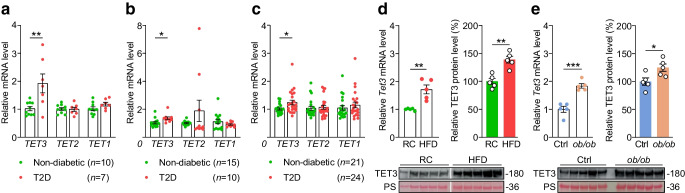
TET3 expression is increased in muscles of humans with diabetes and muscles of HFD-fed mice. (**a**) Relative *TET1*, *TET2* and *TET3* mRNA levels in muscle tissues from humans with diabetes (age 60.0±4.8 years, BMI 31.8±6.5 kg/m^2^) or without diabetes (age 59.6±5.0 years; BMI 27.4±5.4 kg/m^2^) (from the GSE22435 dataset). (**b**) Relative *TET1*, *TET2* and *TET3* mRNA levels in muscle tissues from humans with diabetes (age 51.5±3.6 years, BMI 30.8±2.5 kg/m^2^) or without diabetes (age 37.8±2.9 years, BMI 25.2±0.8 kg/m^2^) (from the GSE25462 dataset). (**c**) Relative *TET1*, *TET2* and *TET3* mRNA levels in myocytes from women with diabetes (age 46–63 years, BMI 24–33 kg/m^2^) or without diabetes (age 41–63 years, BMI 24–35 kg/m^2^) (from the GSE81965 dataset). (**d**) qPCR analysis and immunoblot of TET3 in GAS muscles from RC- and HFD-fed mice. The lane of each blot represents an individual mouse; molecular size in kDa is shown. (**e**) qPCR and immunoblot of TET3 in GAS muscles from control and *ob*/*ob* mice at the age of 10 weeks. All data are presented as mean ± SEM. *p<0.05, **p<0.01, ***p<0.001 (two-tailed Student’s *t* test). Ctrl, control; PS, Ponceau S; T2D, type 2 diabetes

### Muscle-specific TET3 knockdown enhances insulin sensitivity

To determine whether TET3 regulates muscle insulin sensitivity, we created mice with muscle-specific *Tet3* knockout (mKD) by breeding TET3 floxed mice (*Tet3*^fl/fl^) with transgenic mice (HSA-Cre79) expressing Cre recombinase under the control of HSA promoter, which has been shown to enable muscle-specific expression of transgenes [42, 43]. The WT TET3 floxed littermates were used as controls.

Muscle TET3 expression was reduced by ~50% at the mRNA level (Fig. 2a) and by ~25% at the protein level (Fig. 2b) in mKD as compared with WT littermates. The residual expression of TET3 in muscle extracts could be attributed to an incomplete deletion of the floxed allele in a fraction of myocytes and/or to the presence of other cell types in the tissue [44]. To exclude the potential for functional compensation of TET3 knockdown, we also examined the expression of other TET family isoforms. While TET1 expression in skeletal muscles was negligible, TET2 expression was abundant and was not altered by TET3 deletion (ESM Fig. 2). Total body weight, fat mass and lean body mass were similar when comparing mKD mice with WT littermates (ESM Fig. 3a,b) and indirect calorimetry experiments showed no differences in food intake, energy expenditure or locomotion (ESM Fig. 3c). However, when subjected to a GTT, the mKD mice showed an enhanced glucose tolerance as compared with WT littermates (Fig. 2c). To determine the cause of alterations in blood glucose more directly, hyperinsulinaemic–euglycaemic clamp studies were performed. Compared with WT littermates, the mKD mice showed significantly higher glucose infusion rate required to maintain euglycaemia (Fig. 2d,e), reflecting increased whole-body insulin sensitivity. This was not due to increased insulin-stimulated suppression of endogenous glucose production (Fig. 2f) but was due to increased insulin-stimulated glucose uptake into skeletal muscle (Fig. 2g). Collectively, these results demonstrate that muscle-specific TET3 knockdown increases muscle and whole-body insulin sensitivity.

**Fig. 2:**
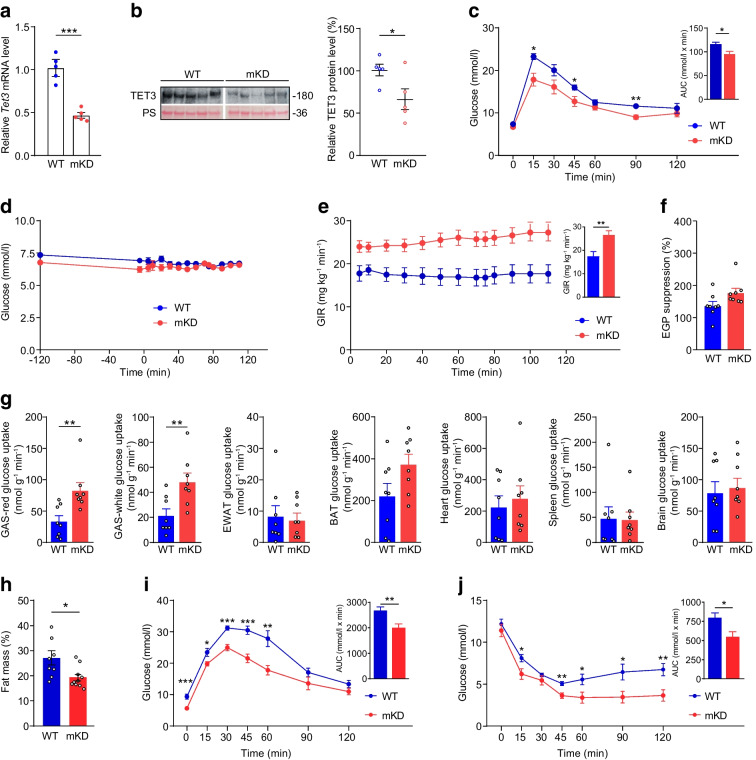
Muscle TET3 knockdown enhances insulin sensitivity. (**a**) qPCR of *Tet3* mRNA in GAS from WT and mKD mice at the age of 12 weeks. *n*=5 mice for each genotype. (**b**) Immunoblot of TET3 protein in GAS from WT and mKD mice at the age of 12 weeks. Each lane represents an individual mouse, with TET3 protein quantification shown. (**c**) GTT following 14 h overnight fasting of WT and mKD mice at the age of 10 weeks. *n*=8 mice in each group. (**d**–**g**) Hyperinsulinaemic–euglycaemic clamp studies from WT and mKD mice at the age of 12 weeks. *n*=8 animals in each group. (**h**) Per cent body fat of WT (*n*=8) and mKD (*n*=10) mice after exposure to HFD for 10 weeks. (**i**, **j**) Results of GTT (**i**) and ITT (**j**) of WT (*n*=6) and mKD (*n*=8) mice after exposure to HFD for 10 weeks. All data are presented as mean ± SEM. *p<0.05, **p<0.01, ***p<0.001 (**a**, **b**, **f**, **g** and **h**, two-tailed Student’s *t* test; **c**–**e** and **j**, two-way ANOVA with Sidak post-test). BAT, brown adipose tissue; EGP, endogenous glucose production; EWAT, epididymis white adipose tissue; GIR, glucose infusion rate; PS, Ponceau S

### mKD mice are resistant to diet-induced insulin resistance

mKD and WT mice were subjected to HFD for 10 weeks, starting at the age of 6 weeks. The mKD mice gained less body fat than WT mice (Fig. 2h), with no difference in lean mass between the groups (data not shown). In addition, mKD mice were more glucose tolerant and had a better insulin sensitivity (Fig. 2i,j). These results further support the importance of muscle TET3 in modulation of whole-body glucose homeostasis.

### TET3 affects mitochondrial pathway gene expression

To gain a mechanistic insight into TET3-mediated regulation of muscle insulin sensitivity, we performed genome-wide expression profiling (RNA-seq) on RNA isolated from GAS muscles of mKD and WT littermates fed on RC. 

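RNA-seq was carried out on poly(A)-selected RNA of GAS muscle from 3 WT and 3 mKD mice aged 14 weeks, with 1 strand-specific library per mouse. In mKD mice the Cre recombinase of HSA-Cre79 removes the floxed part of *Tet3* in skeletal muscle fibres, so other cell types in the tissue keep the gene. *Tet3* encodes a dioxygenase that oxidises 5-methylcytosine in DNA and lies on chromosome 6 of GRCm38 from 83362373 to 83459084. Its normalised count was 594, 536 and 708 in the WT libraries and 425, 318 and 472 in the mKD libraries. The mean was 612 ± 87.4 (SD, n = 3 mice) in WT and 405 ± 79.0 (SD, n = 3 mice) in mKD. Each mKD library lay below each WT library (two-sided exact permutation test, p = 0.10, the smallest p that 3 mice against 3 allow). The log2 fold change of *Tet3*, mKD minus WT, was -0.60 (standard error 0.18, adjusted p = 0.18 from limma). The longest annotated transcript of *Tet3* has 10904 nucleotides, and genes with long transcripts as a class had lower counts in the mKD libraries. With each library's trend over transcript length removed, the log2 fold change of *Tet3* was -0.22 (-0.35 with the median transcript as the length, a setting chosen after seeing the data).

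The deposited table holds 1 value per gene and library, made by the authors by dividing read counts by a factor for each library. The authors used Partek Flow version 9.0.20.0622, the statistics section names DESeq2 for RNA-seq, and the processing notes of the submitters name the genome build GRCm38 (mm10). The aligner and the counting tool are not given in the sources used here. When each library's values were divided by its smallest positive value, 100% of them came out as whole reads (within 1e-04). The totals were 16219227, 26296469 and 26705724 reads in WT and 29225213, 32148270 and 28050939 reads in mKD. The values were tested as log2(value + 1) with limma, on the 12322 of 22027 genes that pass edgeR's filter on low counts. The added 1 draws the fold changes of genes with low counts towards 0. The mean of log values gives more weight than the mean of counts to a single library near 0. The authors' deposited table gives fold changes as WT over mKD, as the values of *Tet3* show, and all fold changes here are mKD over WT. The sample labels also give a time of 48 h, which the paper's text does not mention for these mice. The *Tet3* values are per gene, and the floxed exons alone were not analysed here.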

We performed Ingenuity Pathway Analysis on our RNA-seq data, using a cut-off of 1.2-fold change (*p*<0.05) in gene expression. 

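*Itga1* encodes the α1 subunit of a collagen-binding integrin and lies on chromosome 13 of GRCm38 from 114953096 to 115101964. Its normalised count was 1033 ± 44.6 (SD, n = 3 mice) in WT and 383 ± 46.2 (SD, n = 3 mice) in mKD, a log2 fold change of -1.44 (standard error 0.13, adjusted p = 0.030 from limma). *Selenoi*, on chromosome 5 from 30232581 to 30272427, encodes an ethanolamine phosphotransferase of phosphatidylethanolamine synthesis. It had 280 ± 18.5 (SD, n = 3 mice) counts in WT and 63.7 ± 7.89 (SD, n = 3 mice) in mKD, a log2 fold change of -2.12 (standard error 0.18, adjusted p = 0.030 from limma). These 2 genes were the 2 that limma called at an adjusted p under 0.05, the threshold of the paper's RNA-seq methods. Without WT library 2 limma called 0 genes (1866 at an unadjusted p under 0.05). It called 1 gene without WT library 1, WT library 3, mKD library 1 or mKD library 3, and 4 genes without mKD library 2, 2 higher and 2 lower. *Itga1* was not among the genes called with 1 library left out, and *Selenoi* was called only without mKD library 2 (adjusted p = 0.035, with a range over all settings of 1.1e-15 to 0.42). Their log2 fold changes with 1 library left out were -1.50 to -1.33 and -2.20 to -2.03.

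At 1.2-fold and an unadjusted p under 0.05, 2196 genes passed in limma, 1024 higher and 1172 lower in mKD. An unadjusted p under 0.05 alone was reached by 2229 genes or 18.1% of those tested, where chance gives 616.1. In 3056 genes (24.8%) the libraries of the 2 genotypes did not overlap, where chance gives 10%. DESeq2 on the recovered reads called 535 genes at an adjusted p under 0.05, 185 higher and 350 lower, and the authors' deposited table holds 553, of which 207 were higher and 346 lower in mKD. Once each library's trend over transcript length was removed, limma called 0 genes at an adjusted p under 0.05 (1335 at an unadjusted p under 0.05, edgeR 2 and DESeq2 535 without that removal), and 1294 genes passed at 1.2-fold, 621 higher and 673 lower. *Itga1* then had -1.05 (standard error 0.12) and *Selenoi* -1.88 (standard error 0.18), each at adjusted p = 0.083 from limma (ranges over all settings 2.4e-15 to 0.42 and 1.1e-15 to 0.42). With the median transcript as the length, a setting chosen after seeing the data, 2 genes, *Itga1* and *Selenoi*, passed an adjusted p of 0.05 and 1814 passed at 1.2-fold. With mKD libraries 1 and 3 left out, a setting chosen after seeing the data, 1193 genes passed at 1.2-fold and 4 at an adjusted p under 0.05, where the 1 mKD library left is assumed to vary like the WT libraries.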

We acknowledge that many common, complex disorders are characterised by modest but coordinated changes in expression of multiple genes of a biological pathway. Indeed, Gene Set Enrichment Analysis (GSEA) was previously used to successfully identify a subset of genes involved in oxidative phosphorylation whose expression was co-ordinately downregulated (20–50%) in muscles of humans with type 2 diabetes [18]. Importantly, this set of genes are also targets of PGC-1α, underscoring the long-standing notion of repression of the PGC-1α-dependent mitochondrial program in muscles of diabetic individuals [9, 16–19]. Our RNA-seq studies revealed profound gene expression changes induced by muscle *Tet3* knockout as compared with controls (ESM Fig. 4a and ESM Table 2). 

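As a set, genes of blood vessel endothelium were lower in mKD muscle in camera with its preset correlation (adjusted p = 5.9e-08), but not with an estimated correlation (adjusted p = 0.60). At the preset correlation 15 of 38 lists passed. As many or more passed in 4 of the 10 ways to split the 6 libraries into 3 and 3, the genotype split among them. The number of lists passed is therefore not particular to the genotypes. Of 30 endothelial genes tested, 15 passed the 1.2-fold cut-off at an unadjusted p under 0.05, all lower, and the median log2 fold change was -0.44. *Kdr*, a receptor for vascular endothelial growth factor, had -1.13 (standard error 0.23), *Cdh5*, the cadherin of endothelial junctions, -0.96 (standard error 0.16), and *Ptprb*, a vascular phosphatase, -0.88 (standard error 0.13). Genes of the extracellular matrix were also lower in camera (adjusted p = 5.1e-06, and adjusted p = 0.45 with an estimated correlation), with a median of -0.46 over 36 genes, 17 lower and 1 higher at the same cut-off. *Col4a2*, a chain of the basement membrane collagen, had -0.83 (standard error 0.14) and *Postn*, which encodes periostin, -1.25 (standard error 0.28), while *Eln*, which encodes elastin, had 0.57 (standard error 0.13). No gene named in this paragraph passed limma's adjusted p of 0.05 over all genes, and 13 endothelial genes and 15 matrix genes were lower when adjusted over the list alone. With the length trend removed, the medians were -0.37 and -0.40. The 2 camera calls with the preset correlation then stayed (adjusted p = 6.3e-08 and adjusted p = 1.6e-04). Neither passed with an estimated correlation (adjusted p = 0.995 and adjusted p = 0.91). With an estimated correlation 0 of the 38 lists passed, before or after removal of the trend. The lowest unadjusted p from camera there, before removal, was 0.027 for chromatin regulators, so that setting did not set these 2 lists apart.

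Transcripts of cytosolic ribosomal proteins and proteasome subunits were higher in mKD muscle in camera with its preset correlation (adjusted p = 6.6e-22 and adjusted p = 3.4e-10), but not with an estimated correlation (adjusted p = 0.45 and adjusted p = 0.60). Of 78 ribosomal protein genes, 56 were higher and none was lower at the 1.2-fold cut-off (52 higher when adjusted over the list alone), with a median of 0.36, such as *Rps9* at 0.63 (standard error 0.12) and *Rpl34* at 0.65 (standard error 0.13). Of 32 proteasome genes, 18 were higher and none was lower (14 higher when adjusted over the list alone), with a median of 0.29, such as *Psmd8* at 0.65 (standard error 0.11) and *Psmb7* at 0.50 (standard error 0.10). Without the length trend the medians were 0.11 and 0.15, and 14 and 9 genes were higher at the 1.2-fold cut-off. Both camera calls with the preset correlation then stayed (adjusted p = 1.6e-04 and adjusted p = 9.1e-04), but not with an estimated correlation (adjusted p = 0.995 for both). Chromatin regulators, which have a median longest transcript of 8509 nucleotides, fell in camera, with a median of -0.27 over 39 genes (adjusted p = 1.2e-07, and adjusted p = 0.45 with an estimated correlation). Of these, 18 were lower at the 1.2-fold cut-off and 9 when adjusted over the list alone, such as the deacetylase gene *Hdac9* at -1.66 (standard error 0.28) and the histone methyltransferase gene *Kmt2d* at -0.67 (standard error 0.15). With the length trend removed the call on chromatin regulators ended, at a median of 0.04 (adjusted p = 0.59, with a range over all settings of 4.7e-09 to 0.64). This call stayed (adjusted p = 4.5e-05) with the median transcript as the length, a setting chosen after seeing the data.

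The insulin receptor substrate gene *Irs1* had 1951 counts in WT and 823 in mKD, a log2 fold change of -1.27 (standard error 0.19, adjusted p = 0.081 from limma), and -0.93 without the length trend (-0.82 with the median transcript as the length). The list of 35 insulin signalling and glucose uptake genes had a median of -0.21, with 10 lower and 1 higher at the 1.2-fold cut-off and 1 lower when adjusted over the list alone (camera, adjusted p = 0.022, and adjusted p = 0.60 with an estimated correlation). This call was lost without WT library 3 (adjusted p = 0.056), without mKD library 2 (adjusted p = 0.26) and without the length trend (adjusted p = 0.97, and adjusted p = 0.11 with the median transcript as the length), with a range over all settings of 0.0015 to 0.99.

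Across genes, fold changes followed transcript length (Spearman rho = -0.45 over 12315 genes, which are not independent replicates). The tenth of genes with the shortest transcripts, 204 to 1463 nucleotides, had a median log2 fold change of 0.31, and the tenth with the longest, 6919 to 123179 nucleotides, -0.32. For the difference of each library from the mean of all 6 libraries, rho was 0.32, 0.27 and 0.20 in WT and -0.31, -0.35 and -0.17 in mKD. These differences sum to 0 for each gene, so the values of the 6 libraries are not independent. Removal of each library's trend over the longest transcript left a rho of -0.0054 with that length and -0.085 with the median transcript. Removal over the median transcript left -0.31 with the longest, so that setting took out only part of the trend. Genes of other tissues also differed between libraries. Those of Schwann cells and nerve had a mean log2 difference from the WT mean of 3.48 in mKD library 1, -0.47 in mKD library 2 and 1.90 in mKD library 3, against -0.19, -0.19 and 0.38 in the WT libraries.

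**Figure D1:**
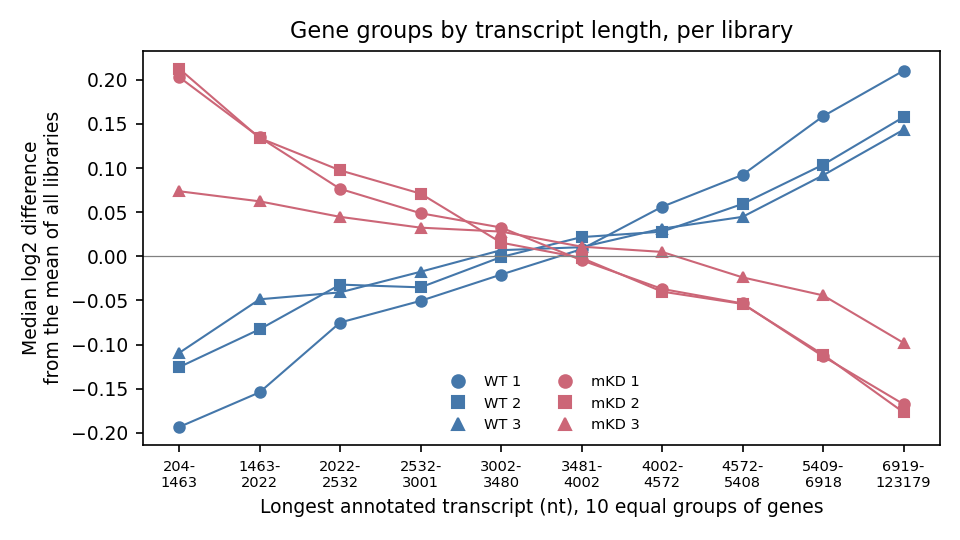
Median log2 difference from the mean of all 6 libraries (y axis) for 10 groups of genes of equal size ordered by longest annotated transcript in nucleotides (x axis), 1 line per library, WT in blue and mKD in red. The 3 WT libraries lie below the 3 mKD libraries for the shortest transcripts and above them for the longest.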

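As a set, nuclear genes of oxidative phosphorylation were higher in mKD muscle in camera with its preset correlation (adjusted p = 5.6e-11), but not with an estimated correlation (adjusted p = 0.60) or with each library's trend over the longest transcript removed (adjusted p = 0.57, with a range over all settings of 1.5e-16 to 0.61). With the median transcript as the length, a setting chosen after seeing the data, the call stayed (adjusted p = 3.2e-05). Setting WT libraries 1 and 2 with mKD library 3 against the rest gave a list median of 0.288 in size (0.291 for genotype). Of 82 tested, 77 had a positive log2 fold change, 36 were higher and none was lower at the 1.2-fold cut-off, and the median was 0.29. The largest group was complex I, the NADH dehydrogenase, where 17 of 37 genes were higher (median 0.28), such as *Ndufs5* at 0.36 (standard error 0.10). In complex IV, cytochrome *c* oxidase, 12 of 14 genes were higher (median 0.38), such as *Cox7c* at 0.44 (standard error 0.13). In ATP synthase 5 of 17 genes were higher (median 0.27), such as *Atp5g2* at 0.50 (standard error 0.15), and in complex III 2 of 10 (median 0.24), such as *Uqcr10* at 0.41 (standard error 0.14). Complex II had 0 of 4 genes past the cut-off in limma (0 at an unadjusted p under 0.05), with a median of 0.22. Genes of the mitochondrial ribosome had a median of 0.24, with 19 of 77 higher and 1 lower, such as *Mrpl30* at 0.62 (standard error 0.11). The 13 genes encoded in mitochondrial DNA itself, such as *mt-Nd5* at -0.42 (standard error 0.21), had a median of -0.14 (camera, adjusted p = 0.11). Of these, 1 was lower at the cut-off, *mt-Nd4l* at -0.44 (standard error 0.13). With each library's length trend removed the 13 genes had a median of -0.48 with 7 lower (camera, adjusted p = 6.3e-08, adjusted p = 0.91 with an estimated correlation, and a range over all settings of 6.3e-08 to 1.0). That call arose because the correction lowered these short genes, which did not share the trend.

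At an adjusted p under 0.05 over all genes limma called 0 of the 82 oxidative phosphorylation genes (36 at an unadjusted p under 0.05 with 1.2-fold), and 0 when adjusted over the list alone, against 4 of complex IV and 1 of the mitochondrial ribosome over their own lists. In camera complex I had adjusted p = 1.4e-07, the mitochondrial ribosome 1.5e-07, complex IV 5.1e-06, ATP synthase 0.0033 and complex III 0.035, each lost with an estimated correlation (adjusted p = 0.60 for the first 3, adjusted p = 0.62 for ATP synthase and adjusted p = 0.73 for complex III). The call on complex III was also lost without WT library 2 (adjusted p = 0.15) and without mKD library 2 (adjusted p = 0.31), with a range over all settings of 6.8e-04 to 0.99. The 82 genes have short transcripts (median longest transcript 1088 nucleotides), and lists of random genes matched on length and expression had a median log2 fold change of 0.27. Those lists were drawn from all genes tested, the 82 among them, so their median is not independent of the 82 genes. With each library's trend over the longest transcript removed, the median of the 82 genes was 0.01 and the camera call ended. The calls on complex I, complex III, complex IV, ATP synthase and the mitochondrial ribosome ended as well, at medians of -2.5e-04, -0.0084, 0.07, 0.02 and 0.06. With the median transcript as the length the mean difference of the 82 genes was 0.18 (standard error 0.087), and the calls on complex I, complex IV and the mitochondrial ribosome stayed, while those on complex III and ATP synthase ended. Per library, the mean of the 82 genes relative to the WT mean was -0.10, -0.04 and 0.14 in WT and 0.32, 0.42 and 0.15 in mKD.

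Among targets of the nuclear receptor PPARα, *Angptl4*, which encodes an inhibitor of lipoprotein lipase, had a log2 fold change of 1.53 (standard error 0.50, adjusted p = 0.20 from limma) and *Ehhadh*, an enzyme of peroxisomal fatty acid oxidation, -0.52 (standard error 0.20). Of 26 PPARα targets 2 were higher and 1 lower at the 1.2-fold cut-off (0 either way when adjusted over the list alone), and camera gave adjusted p = 0.071 at a median of 0.19. That list passed without WT library 3 (adjusted p = 1.3e-04) and without mKD library 1 (adjusted p = 4.1e-04), with a range over all settings of 9.8e-05 to 1.0. Of 27 regulators of PPARα 8 were lower and none was higher (0 when adjusted over the list alone), such as *Stat5a* at -0.60 (standard error 0.14) and the coactivator gene *Ncoa2* at -0.74 (standard error 0.25), and camera gave adjusted p = 0.098 at a median of -0.13. The regulators passed without WT library 1 (adjusted p = 0.044) and without mKD library 3 (adjusted p = 0.040), with a range over all settings of 0.018 to 0.71. With the length trend removed, 1 regulator was lower and none was higher, at a median of -0.06 (camera, adjusted p = 0.67). The targets then had 2 higher and 1 lower, at a median of 0.11 (camera, adjusted p = 0.20). Genes of fatty acid oxidation had a median of 0.19 over 20 genes and muscle targets of PGC-1α 0.13 over 22 genes, with adjusted p = 0.078 and adjusted p = 0.21 from camera. The fatty acid oxidation list passed without WT library 3 (adjusted p = 0.0037) and without mKD library 1 (adjusted p = 1.3e-04), and the PGC-1α targets without WT library 3 (adjusted p = 0.0034), with ranges over all settings of 1.7e-07 to 1.0 and 0.0034 to 1.0. Relative to the WT mean, fatty acid oxidation genes were highest in WT library 3 (0.28) and mKD library 2 (0.58). Slow fibre genes were highest in the same libraries (1.49 and 1.33).

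**Figure D2:**
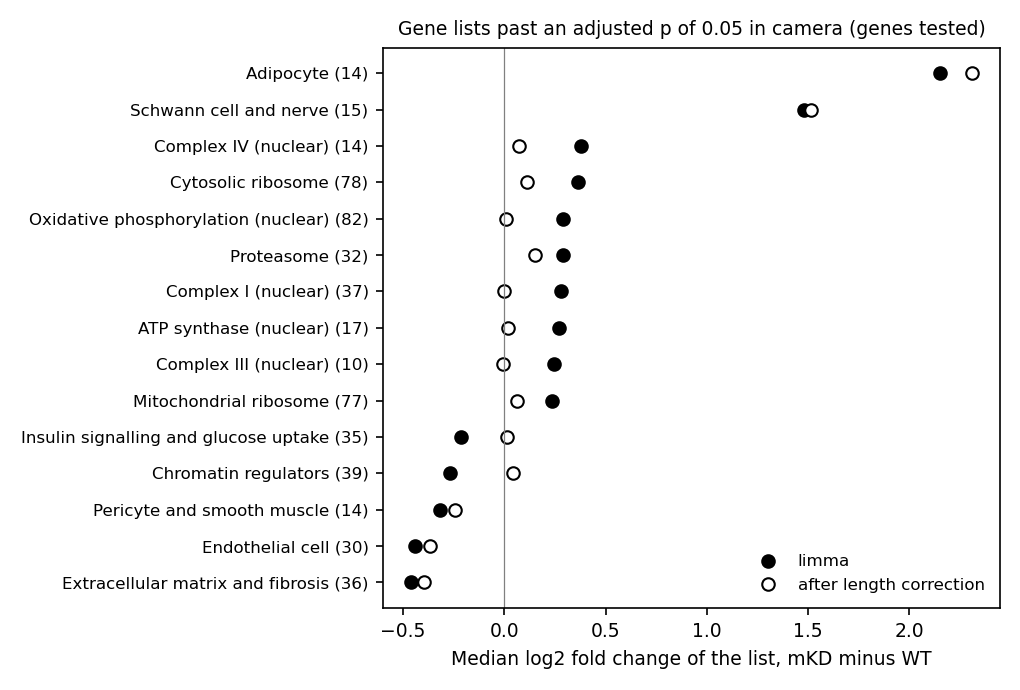
Median log2 fold change, mKD minus WT (x axis), of the 15 of 38 gene lists past an adjusted p of 0.05 in camera with its preset correlation, with the number of genes tested in brackets. Filled points are limma values and open points the values after removal of each library's trend over the longest transcript, and the oxidative phosphorylation list moves from 0.29 to 0.01.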

Pathway analysis identified ‘Mitochondrial Function’ and the ‘PPARα pathway’ to be among the top biological processes affected by TET3 (ESM Fig. 4b). By examining specifically how TET3 influenced the expression of genes in the mitochondrial pathway, we noticed a set of 31 mitochondrial respiration genes that were co-ordinately upregulated by at least 1.2-fold (*p*<0.05) in mKD vs WT mice (ESM Fig. 4c). 

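All 31 genes of the set had a positive log2 fold change in mKD, from 0.04 to 0.78 with a median of 0.45, and 28 passed the cut-off of 1.2-fold with an unadjusted p under 0.05 in limma. *Cox6a1*, a subunit of cytochrome *c* oxidase on chromosome 5 of GRCm38 from 115345642 to 115348981, had 337 ± 120 (SD, n = 3 mice) counts in WT and 564 ± 96.4 (SD, n = 3 mice) in mKD. This is a log2 fold change of 0.78 (standard error 0.25, adjusted p = 0.19 from limma). *Ndufb2*, a subunit of complex I on chromosome 6 from 39592574 to 39603382, had 0.69 (standard error 0.21), and *Ndufa7*, another complex I subunit, on chromosome 17 from 33824572 to 33838317, had 0.57 (standard error 0.13). *Surf1*, an assembly factor of cytochrome *c* oxidase, had 455 ± 17.3 (SD, n = 3 mice) counts in WT and 603 ± 26.9 (SD, n = 3 mice) in mKD. The genes short of the cut-off were *Ndufb8* at 0.30 (standard error 0.13), *Uqcrq* at 0.43 (standard error 0.23) and *Txn2*, which encodes the thioredoxin of mitochondria, at 0.04 (standard error 0.18). In 18 of the 31 genes, *Cox6a1*, *Ndufb2*, *Ndufa7* and *Surf1* among them, each mKD library lay above each WT library.

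At an adjusted p under 0.05 over all genes limma called 0 of the 31 (28 at an unadjusted p under 0.05), at adjusted p from 0.13 to 0.92, and 28 when adjusted over the list alone. The study chose these genes on the same libraries, so these counts are not independent evidence of their direction. By edgeR 28 genes and by DESeq2 29 genes passed at 1.2-fold with an unadjusted p under 0.05. DESeq2 on the recovered reads gave an adjusted p under 0.05 to *Ndufa7* (0.0099), *Ndufb11* (0.024), *Psenen* (0.032), *Prdx5* (0.033) and *Ndufa2* (0.043). The authors' deposited table did so for these and for *Ndufb4* (0.044), *Cox7a2l* (0.045) and *Ndufb2* (0.049). The rest of the 31 passed in neither. The median of the 31 genes relative to the WT mean was -0.14, -0.02 and 0.19 in the WT libraries and 0.51, 0.59 and 0.25 in the mKD libraries. Leaving out WT library 1 left 13 genes past the cut-off, WT library 2 16, WT library 3 28, mKD library 1 15, mKD library 2 13 and mKD library 3 30. With mKD libraries 1 and 3 left out together, a setting chosen after seeing the data in which the 1 mKD library left is assumed to vary like the WT libraries, 20 genes passed. The 31 genes have a median longest transcript of 1001 nucleotides. With each library's trend over transcript length removed, their median was 0.17, 28 were positive and 3 passed the cut-off, *Ndufb2* at 0.76, *Ndufb7* at 0.49 and *Prdx5* at 0.43. With the median transcript as the length, a setting chosen after seeing the data, 16 passed. The paper proposes that PGC-1α might be an important target downstream of TET3, since PGC-1α governs the formation and function of mitochondria.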

As PGC-1α is a master regulator of mitochondrial biogenesis and function, we hypothesised that PGC-1α might be an important downstream target of TET3.

### TET3 post-transcriptionally affects PGC-1α expression

As a crucial metabolic node, PGC-1α is subjected to both transcriptional and post-transcriptional regulation [45–47]. Our RNA-seq analysis did not detect a significant change in PGC-1α expression at the mRNA level in muscles of mKD vs WT mice (ESM Table 2). However, a change at the protein level could not be excluded. Thus, RNA and protein were isolated from muscles of mKD and WT mice and analysed. 

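*Ppargc1a*, which encodes PGC-1α, lies on chromosome 5 of GRCm38 from 51454250 to 51567726. Its normalised count was 931, 865 and 902 in the WT libraries and 717, 1265 and 975 in the mKD libraries. The mean was 899 ± 33.4 (SD, n = 3 mice) in WT and 985 ± 274 (SD, n = 3 mice) in mKD, and the libraries of the 2 genotypes overlapped (two-sided exact permutation test, p = 0.70, where 3 mice against 3 allow no p below 0.10). The log2 fold change was 0.09 (standard error 0.20, adjusted p = 0.83 from limma), and its 95% confidence interval of -0.36 to 0.55 corresponds to 0.778- to 1.46-fold of WT. In mKD, library 1 lay below and libraries 2 and 3 above every WT library, and the log2 fold change was 0.30 without mKD library 1 and -0.10 without mKD library 2. With mKD libraries 1 and 3 left out, a setting chosen after seeing the data, it was 0.49 for the 1 mKD library left, which is then assumed to vary like the WT libraries. With each library's trend over transcript length removed it was 0.32, and 0.21 with the median transcript as the length, the latter chosen after seeing the data. *Ppargc1b*, which encodes the related coactivator PGC-1β, had -0.57 (standard error 0.27, adjusted p = 0.32 from limma). The paper states that a change in PGC-1α protein remained possible and goes on to measure RNA and protein.

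**Figure D3:**
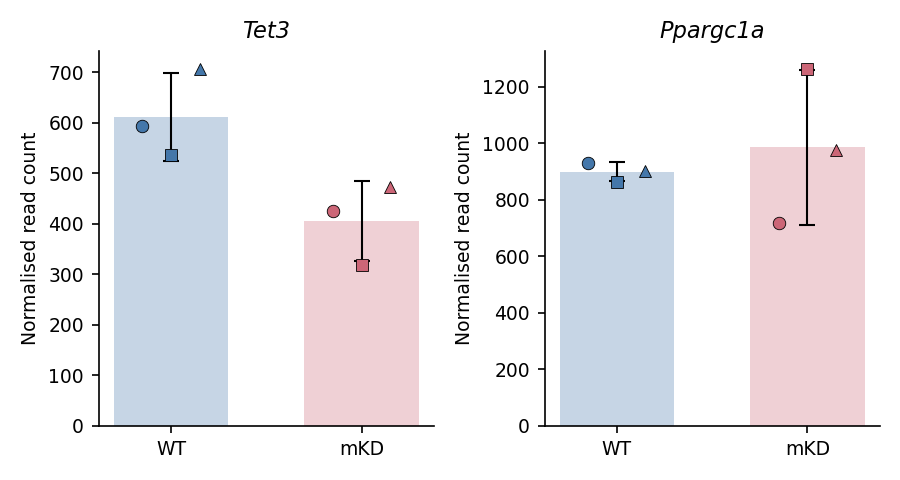
Normalised read counts (y axis) of Tet3 and Ppargc1a in GAS of WT and mKD mice, with 1 point per library, bars for the mean and error bars for the SD (n = 3 mice). The mKD points of Tet3 lie below all WT points, and those of Ppargc1a lie on both sides of the WT points.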

Consistent with our RNA-seq data, no significant change was detected in *Pgc1a* (also known as *Ppargc1a*) mRNA in muscles of mKD vs WT mice (Fig. 3a). However, there was a modest (~25%) but significant increase in PGC-1α protein in mKD mice (Fig. 3b). These results are in line with previous reports that physiologically relevant increases (~25%) in PGC-1α protein enhance muscle insulin sensitivity [9, 13–15], given that mKD mice also show increased insulin sensitivity (Fig. 2). Importantly, when muscles from mice were examined, we observed a ~25% and ~60% decrease in PGC-1α protein in HFD- vs RC-fed and *ob*/*ob* vs control mice, respectively, with no changes at the mRNA level (Fig. 3c–f). Collectively, our results suggested a post-transcriptional regulation of PGC-1α expression by TET3 in myocytes.

**Fig. 3:**
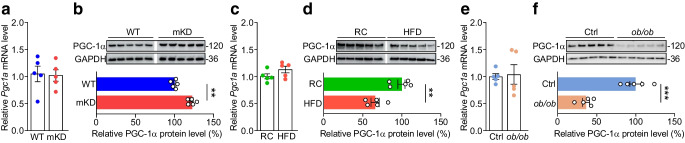
TET3 negatively regulates PGC-1α expression at the post-transcriptional level. (**a**) qPCR of *Pgc1a* mRNA in GAS tissues isolated from WT and mKD mice. (**b**) Immunoblot of PGC-1α in GAS tissues isolated from WT and mKD mice. (**c**) qPCR of *Pgc1a* in GAS tissues isolated from RC- and HFD-fed mice. (**d**) Immunoblot of PGC-1α in GAS tissues isolated from RC- and HFD-fed mice. (**e**) qPCR of *Pgc1a* in GAS tissues isolated from age-matched control and *ob*/*ob* mice. (**f**) Immunoblot of PGC-1α in GAS tissues isolated from age-matched control and *ob*/*ob* mice. Data are presented as mean ± SEM,* n*=5 mice in each group. **p<0.01, ***p<0.001 (two-tailed Student’s *t* test). Ctrl, control

### TET3 affects mitochondrial respiration and insulin sensitivity in myocytes

There is substantial evidence from human and animal studies that mitochondrial respiration is intrinsically coupled to muscle insulin sensitivity [48]. Notably, a ~25% increase of PGC-1α protein in muscle promotes insulin-sensitising effects including enhanced mitochondrial respiration and insulin-stimulated glucose uptake [9, 13–15, 18]. Our studies revealed that mKD mice exhibit increased insulin sensitivity (Fig. 2) with a concomitant increase in PGC-1α protein (Fig. 3b). Given the inverse relationship between TET3 and PGC-1α protein levels observed in human and mouse skeletal muscle tissues, we asked whether reducing TET3 protein levels in myocytes using siRNAs specifically targeting *TET3* mRNA for degradation would elevate PGC-1α protein level thereby enhancing mitochondrial respiration and insulin-stimulated glucose uptake. The siRNAs (*TET3* siRNA and *Tet3* siRNA for human and mouse genes, respectively) and the control non-targeting siRNA (NT siRNA) have been previously documented [40]. We also asked whether bringing PGC-1α protein levels back down to basal levels via siRNA-mediated knockdown in *TET3* siRNA-treated myocytes would abolish these effects. As expected, the PGC-1α protein level increased in human primary myotubes transfected with *TET3* siRNA as compared with NT siRNA (Fig. 4a). Co-transfection with *TET3* siRNA and *PGC1a* siRNA restored PGC-1α protein to basal levels (Fig. 4a). While reducing the TET3 protein level (which led to increased PGC-1α protein level, Fig. 4a) increased mitochondrial maximal respiration and spare respiration capacity, co-transfection with *TET3* siRNA and *PGC1a* siRNA (which restored PGC-1α protein to basal levels) abolished these effects (Fig. 4b). Likewise, insulin-stimulated glucose uptake increased by 1.4- and 3.5-fold in NT siRNA and *TET3* siRNA-transfected myotubes, respectively. This insulin-sensitising effect of TET3 knockdown was abrogated when PGC-1α protein was restored to basal levels (Fig. 4c). Similar results were obtained from mouse C2C12 myotubes (Fig. 4d–f). Based on these results we conclude that TET3 negatively regulates mitochondrial respiration and insulin sensitivity in myocytes and that PGC-1α is a major mediator of this regulation.

**Fig. 4:**
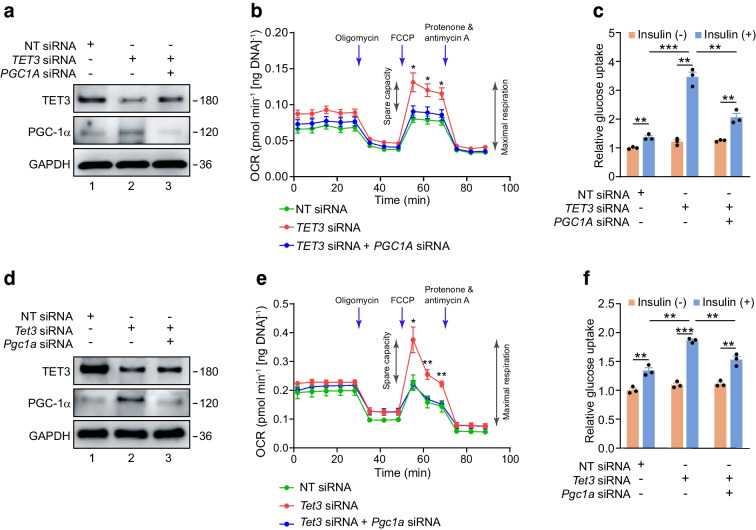
PGC-1α is required for TET3-mediated regulation of insulin sensitivity. (**a**) Immunoblot of TET3 and PGC-1α from human primary myotubes transfected with NT siRNA, *TET3* siRNA or *TET3* siRNA plus *PGC1A* siRNA. (**b**) Mitochondrial respiration of human primary myotubes treated as in (**a**). *n*=8 in each group. (**c**) Glucose uptake of human myotubes transfected with NT siRNA, *TET3* siRNA or *TET3* siRNA plus *PGC1A* siRNA as in (**a**) in the absence (−) or presence (+) of insulin at 100 nmol/l. Results are presented as relative glucose uptake with values in the absence of insulin set as 1. *n*=3 in each group. (**d**) Immunoblot of TET3 and PGC-1α from mouse C2C12 myotubes transfected with NT siRNA, *Tet3* siRNA or *Tet3* siRNA plus *Pgc1a* siRNA. (**e**) Mitochondrial respiration of mouse C2C12 myotubes treated as in (**d**). (**f**) Glucose uptake of mouse C2C12 myotubes transfected with NT siRNA, *Tet3* siRNA or *Tet3* siRNA plus *Pgc1a* siRNA as in (**d**) in the absence (−) or presence (+) of insulin at 100 nmol/l. *n*=3 in each group. Data are representative of two independent transfection experiments. *p<0.05, **p<0.01, ***p<0.001 (**b** and **e**, two-way ANOVA with Sidak post-test; **c** and **f**, two-tailed Student’s *t* test). FCCP, carbonyl cyanide-4 (trifluoromethoxy) phenylhydrazone; OCR, oxygen consumption rate

### TET3 destabilises PGC-1α protein

Because PGC-1α regulates mitochondrial respiration and insulin sensitivity and because TET3 knockdown affected these processes without altering the mRNA abundance of PGC-1α, we hypothesised that TET3 affects PGC-1α stability. Thus, TET3 was knocked down in C2C12 myoblasts (Fig. 5a), followed by time course analysis of PGC-1α in the presence of CHX, a protein synthesis inhibitor. PGC-1α became more stable in *Tet3* siRNA-transfected as compared with NT siRNA-transfected cells (Fig. 5b). The levels of PGC-1α were reduced to ~80% and 20% of steady-state levels in *Tet3* siRNA-treated and NT siRNA-treated cells, respectively (Fig. 5c), suggesting that TET3 knockdown leads to stabilisation of PGC-1α.

**Fig. 5:**
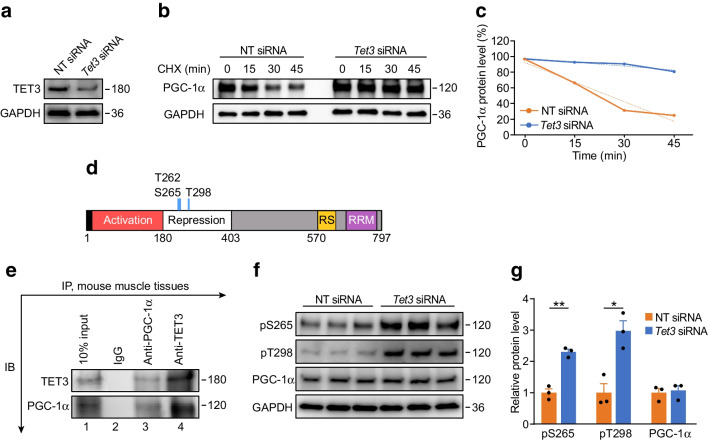
TET3 interacts with and destabilises PGC-1α. (**a**, **b**) C2C12 myoblasts were transfected with NT siRNA or *Tet3* siRNA. After 48 h, proteins were isolated and TET3 expression was measured by immunoblotting (**a**). To perform time course analysis, CHX was added at a final concentration of 50 μg/ml and proteins were harvested at the indicated time points, followed by immunoblotting for PGC-1α and GAPDH (**b**). (**c**) Quantification of (**b**); the dotted line indicates the trendline. (**d**) Schematic of PGC-1α protein domain organisation, showing the activation domain, repression domain, arginine–serine-rich domain (RS) and RNA recognition motif (RRM). Numbers represent amino acids. The blue vertical lines represent phosphorylation at Thr262, Ser265 and Thr298. Not drawn to scale. (**e**) Mouse GAS tissues were used for immunoprecipitation using preimmune IgG, anti-TET3 or anti-PGC-1α. Representative immunoblots are shown. (**f**) C2C12 myoblasts were transfected with NT siRNA or *Tet3* siRNA as in (**a**). After 48 h, proteins were isolated and analysed by immunoblotting using antibodies specific for total PGC-1α and PGC-1α phosphorylated at S265 and T298, respectively. (**g**) Quantification of (**f**). Data are presented as mean ± SEM. *p<0.05, **p<0.01 (two-tailed Student’s *t* test). Data are representative of two independent transfection experiments. IB, immunoblotting; IP, immunoprecipitation

PGC-1α is known to be targeted for ubiquitin-mediated proteolysis [49, 50]. Phosphorylation of PGC-1α at Thr262, Ser265 and Thr298 (Fig. 5d) by p38 mitogen-activated protein kinase (MAPK) results in an increase in its activity and protein stability [51–53]. We hypothesised that a complex between TET3 and PGC-1α might interfere with phosphorylation on these sites, accelerating PGC-1α degradation. First, we tested whether TET3 forms a complex with PGC-1α. We prepared lysates from mouse GAS muscle tissues, followed by immunoprecipitation using antibodies specific for TET3 [34, 54, 55] and PGC-1α, respectively. When TET3 was immunoprecipitated using anti-TET3 antibodies, we observed an enrichment of PGC-1α in the TET3-containing protein complex (Fig. 5e). Reciprocally, TET3 was readily detected in PGC-1α -containing protein complex (Fig. 5e). These results support complex formation between TET3 and PGC-1α in myocytes. Next, we analysed effects of TET3 knockdown on phosphorylation at S265 and T298 in C2C12 myoblasts using antibodies that specifically recognise these sites [53]. When TET3 was downregulated (Fig. 5a), increased phosphorylation at both sites (pS265 and pT298) was observed (Fig. 5f,g). Based on these results, we conclude that TET3 induces PGC-1α degradation at least in part by inhibiting phosphorylation at both sites.

## Discussion

In this work we show that TET3 plays an important role in the regulation of skeletal muscle insulin sensitivity. We identify PGC-1α as a major downstream effector of TET3 in the regulation of mitochondrial respiration and insulin-stimulated glucose uptake in both human and mouse myocytes. PGC-1α has previously been shown to be activated and stabilised by p38 MAPK phosphorylation at Thr262, Ser265 and Thr298 [51–53]. We demonstrate that TET3 complexes with PGC-1α and prevents its phosphorylation on Ser265 and Thr298, thereby accelerating protein degradation. This TET3-mediated post-translational regulation of PGC-1α in muscle insulin sensitivity is further supported by our observation that in skeletal muscles of humans with type 2 diabetes and mouse models of type 2 diabetes, there is an increase in TET3 expression and a decrease in PGC-1α protein as compared with non-diabetic controls.

Despite extensive studies of TETs in development, stem cells, malignancies and immunity [21, 56], their roles in metabolic regulation have just begun to be recognised. In mouse adipocytes, TET1 was found to act in concert with histone deacetylase 1 to epigenetically suppress thermogenic gene transcription. Phenotypically, adipocyte-specific *Tet1* knockout increased energy expenditure and protected against diet-induced obesity and insulin resistance [27]. Likewise, adipose-specific deletion of all three *Tet* genes in mice enhanced β-adrenergic responses, increased energy expenditure, and prevented obesity [28]. In pancreas beta cells, eliminating TET2 reduced pathological immune cell activation and beta cell killing during type 1 diabetes [57]. We reported a chronic increase in TET3 expression in the livers of humans and mice with type 2 diabetes and that TET3 induced *Hnf4a* promoter demethylation leading to heightened hepatic glucose production and hence hyperglycaemia [34, 35]. In addition, we documented that CRISPR-mediated genetic ablation of *Tet3* specifically in AgRP neurons in the mouse hypothalamus induced hyperphagia, systemic insulin resistance, obesity and type 2 diabetes [36]. Mechanistically, TET3 deficiency led to AgRP neuron activation and coordinated upregulation of *Agrp*, *Npy* and the vesicular γ-aminobutyric acid (GABA) transporter gene *Slc32a1*. Specifically, we demonstrated a dynamic association of TET3 with the *Agrp* promoter in response to leptin signalling, which induced 5hmC modification and association of a chromatin-modifying complex leading to transcription inhibition [36]. In the current manuscript we uncover a new role for TET3 in energy homeostasis in yet another major metabolic tissue, the skeletal muscle. However, the model of action of TET3 in this tissue is completely different from that previously defined in other tissues and with other TET family members. Instead of regulating target gene expression at the epigenetic level, TET3 post-translationally targets PGC-1α protein for degradation through inhibiting its phosphorylation. Our data support the notion that TET3 and PGC-1α are in a complex together but do not address whether they directly interact with each other. Nor it is clear how TET3 inhibits PGC-1α phosphorylation, given that TET3 is not a phosphatase. Does PGC-1α contain a binding motif that supports TET3 association? Does association with TET3 lead to altered subcellular localisation of PGC-1α such that it cannot be phosphorylated? A clear understanding of the mechanism of action of TET3 in regulation of PGC-1α stability warrants future in-depth investigation. An additional limitation of our study is that GAPDH is not an optimal loading control for skeletal muscle due to the plasticity in the expression of glycolytic pathway genes.

Increased expression of TETs in peripheral metabolic organs (i.e. liver, adipose tissue, pancreas and skeletal muscle) appears to have adverse effects on metabolic homeostasis [27, 28, 34, 35, 57]. Interestingly, this does not seem to be the case in the central nervous system [36], highlighting tissue/cell-specific functions of TETs. Finally, dysregulation of PGC-1α has been connected to many human diseases, such as Huntington’s disease, amyotrophic lateral sclerosis, heart failure, and Duchenne muscular dystrophy [58–63]. Our results demonstrating that TET3 regulates PGC-1α may have a broader impact on the prevention and treatment of other human diseases.

### Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary file1

Supplementary file2

## Data Availability

Sequences are available from the Gene Expression Omnibus with accession number of GSE224042. All other study data are included in the article and/or ESM.

## Abbreviations

AgRP: Agouti-related protein
CHX: Cycloheximide
GAS: Gastrocnemius (muscle)
HFD: High-fat diet
HNF4α: Hepatocyte nuclear factor 4α
HRP: Horseradish peroxide
HSA: Human α skeletal muscle actin
HSkM: Human skeletal myoblasts
MAPK: Mitogen-activated protein kinase
mKD: Muscle-specific *Tet3* knockout
NT siRNA: Non-targeting control siRNA
PGC-1α: Peroxisome proliferator-activated receptor-γ coactivator α
RC: Regular chow
RT-qPCR: Real-time quantitative PCR
TET: Ten-eleven translocation
WT: Wild-type

# Supplementary material for: Skeletal muscle TET3 promotes insulin resistance through destabilisation of PGC-1α
**Source:** Diabetologia. 2024 Jan 13;67(4):724–37. doi: 10.1007/s00125-023-06073-5
**Supplement:** Supplementary file 1 — Supplementary file1

Electronic supplementary material (ESM)

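The primers of ESM Table 1 were matched without mismatches to the GENCODE M21 transcripts of GRCm38. The *Pgc1a* pair matches 4 of the 5 annotated *Ppargc1a* transcripts and amplifies 73 nucleotides of coding sequence across exons 4 and 5, within 51494775 to 51495711 of chromosome 5. The *Tet3* pair matches 1 of the 5 annotated *Tet3* transcripts, Tet3-203, and amplifies 342 nucleotides of coding sequence from exon 2 to exon 4, within 83404741 to 83454950 of chromosome 6. The forward primer alone matches 1 and the reverse primer alone 4 of the *Tet3* transcripts. *Rplp0*, which encodes a protein of the ribosomal stalk, is the paper's reference gene for cultured myoblasts and myotubes, while β-tubulin is its reference for muscle tissues. The *Rplp0* pair matches 8 transcripts of 5 genes, 4 of *Rplp0* itself and the others of the processed pseudogenes *Gm8730*, *Gm14165*, *Rplp0-ps1* and *Gm9625*. The amplicon of 143 nucleotides lies within a single exon of *Rplp0*, from 115560793 to 115560935 of chromosome 5. In the RNA-seq libraries *Rplp0* had 19397 ± 1158 (SD, n = 3 mice) counts in WT and 22393 ± 425 (SD, n = 3 mice) in mKD, a log2 fold change of 0.21 (standard error 0.10, adjusted p = 0.33 from limma). Of the β-tubulin genes, *Tubb5* had 0.30 (standard error 0.14, adjusted p = 0.31 from limma) and *Tubb2a* -0.46 (standard error 0.26, adjusted p = 0.37 from limma), and ESM Table 1 lists no primers for a tubulin. *Gapdh*, a glycolytic enzyme gene often used as a reference, had -0.23 (standard error 0.14, adjusted p = 0.41 from limma).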

ESM Table 1: Primers sequences used for RT-qPCR.

Gene	Forward Primer	Reverse Primer
<i>Rplp0</i> (mouse)	5'-GCTCCAAGCAGATGCAGCA-3'	5'-CCGGATGTGAGGCAGCAG-3'
<i>Tet3</i> (mouse)	5'-CTTCCTATGGCTGGGAGTGAG-3'	5'-CTGCCTTGAATCTCCATGGTAC-3'
<i>Pgc1a</i> (mouse)	5'-AACCACACCCACAGGATCAGA-3'	5'-TCTTCGCTTTATTGCTCCATGA-3'

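ESM Table 2 lists, for each gene, a mean count, a log2 fold change with its standard error, a p value and an adjusted p value, as DESeq2 reports them. All but the last 14384 of its 16383 rows were read here, and *Ppargc1a* and the *Tet* genes are in the part that was not used. The fold changes of this table are WT over mKD. *Ndufb2*, for example, is listed at -0.64 and had 1821 ± 484 (SD, n = 3 mice) counts in WT and 2869 ± 287 (SD, n = 3 mice) in mKD. Of the genes read, 1675 were matched to the authors' deposited table, where 93.6% had the same sign and the median absolute difference of the log2 fold changes was 0.035. For *Ppargc1a* the authors' deposited table gives a log2 fold change, WT over mKD, of -0.13 with an adjusted p of 0.81, and for *Tet3* 0.60 with an adjusted p of 0.082.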

ESM Table 2: No difference in muscle PGC-1 α expression between mKD and WT mice detected by RNA-Seq analysis (separate excel file).

ESM Figures

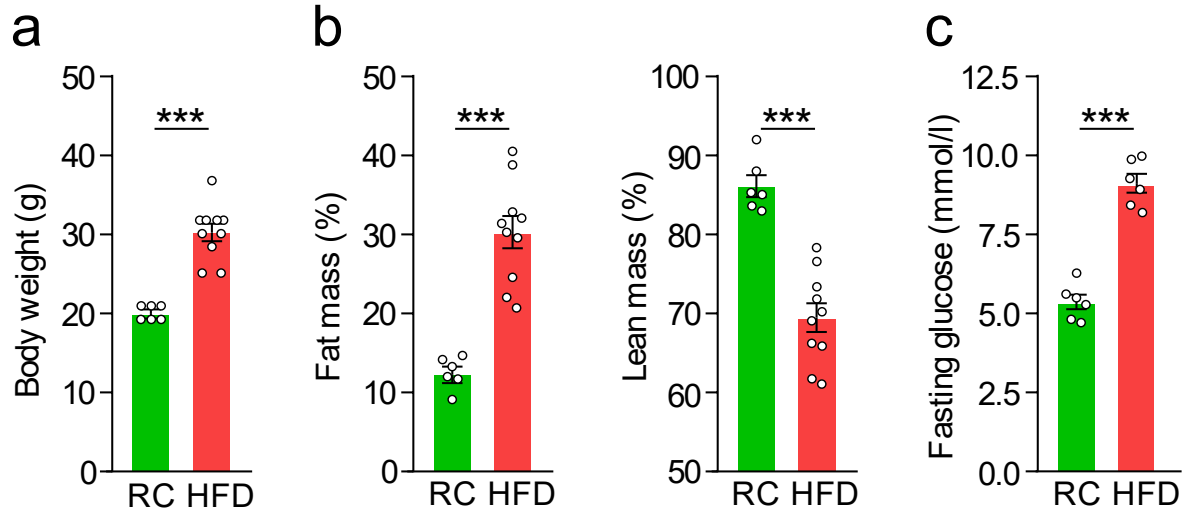

ESM Fig. 1: Body weight (a), body composition (b), and fasting glucose (c) of mice fed on HFD or RC. n=6-10 animals per group. Data are presented as mean $\pm$ SEM. ***p < 0.001. Two-tailed Student's t tests.

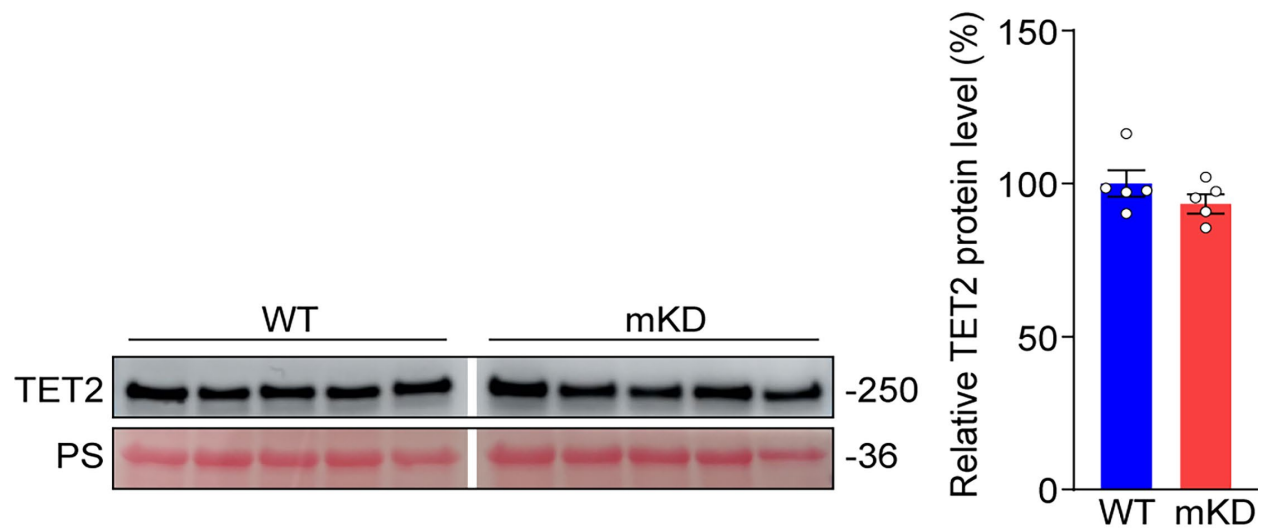

ESM Fig. 2: IB of TET2 protein in GAS from WT and mKD mice at the age of 12 weeks. Each lane represents an individual mouse, with TET2 protein quantification shown on the right. PS, Ponceau S. Data are presented as mean $\pm$ SEM. Two-tailed Student's t tests.

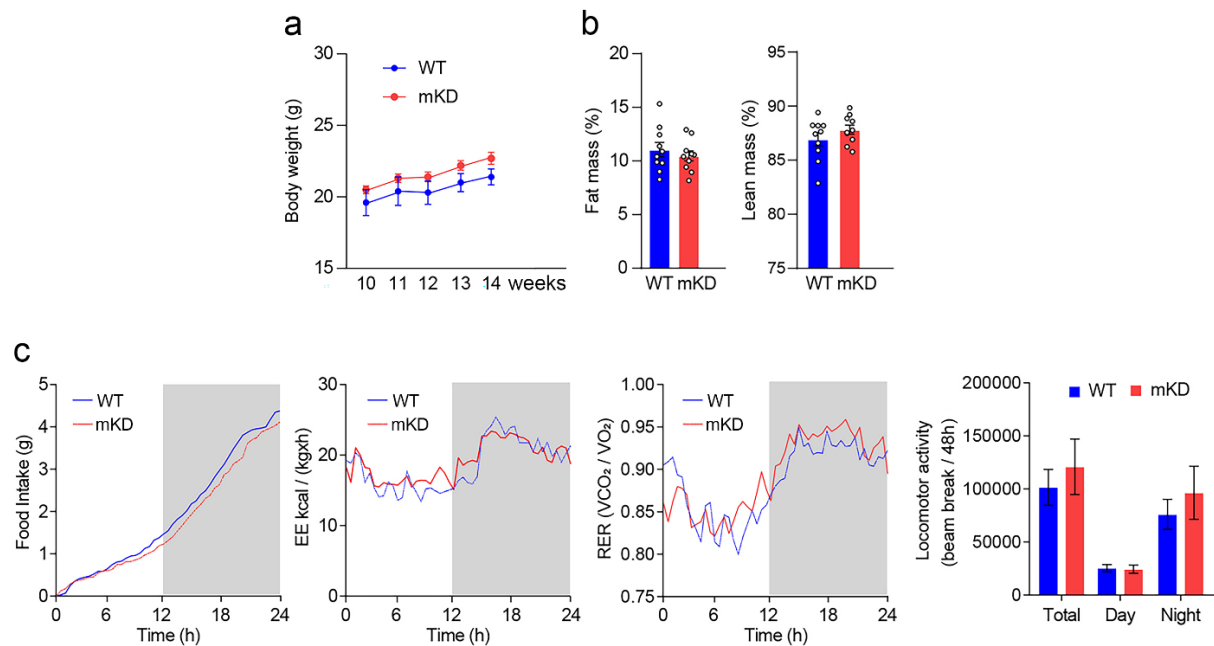

ESM Fig. 3: (a) Body weight of WT and mKD mice at the ages of 10-14 weeks. n=10 animals in each group. (b) Body composition by EcoMRI of WT and mKD mice at the age of 12 weeks. (c) Metabolic cage analyses at the age of 15-week old showing no difference in food intake, energy expenditure and locomotion between WT and mKD mice. n=8 animals per genotype. All data are presented as mean $\pm$ SEM. Two-tailed Student's t tests.

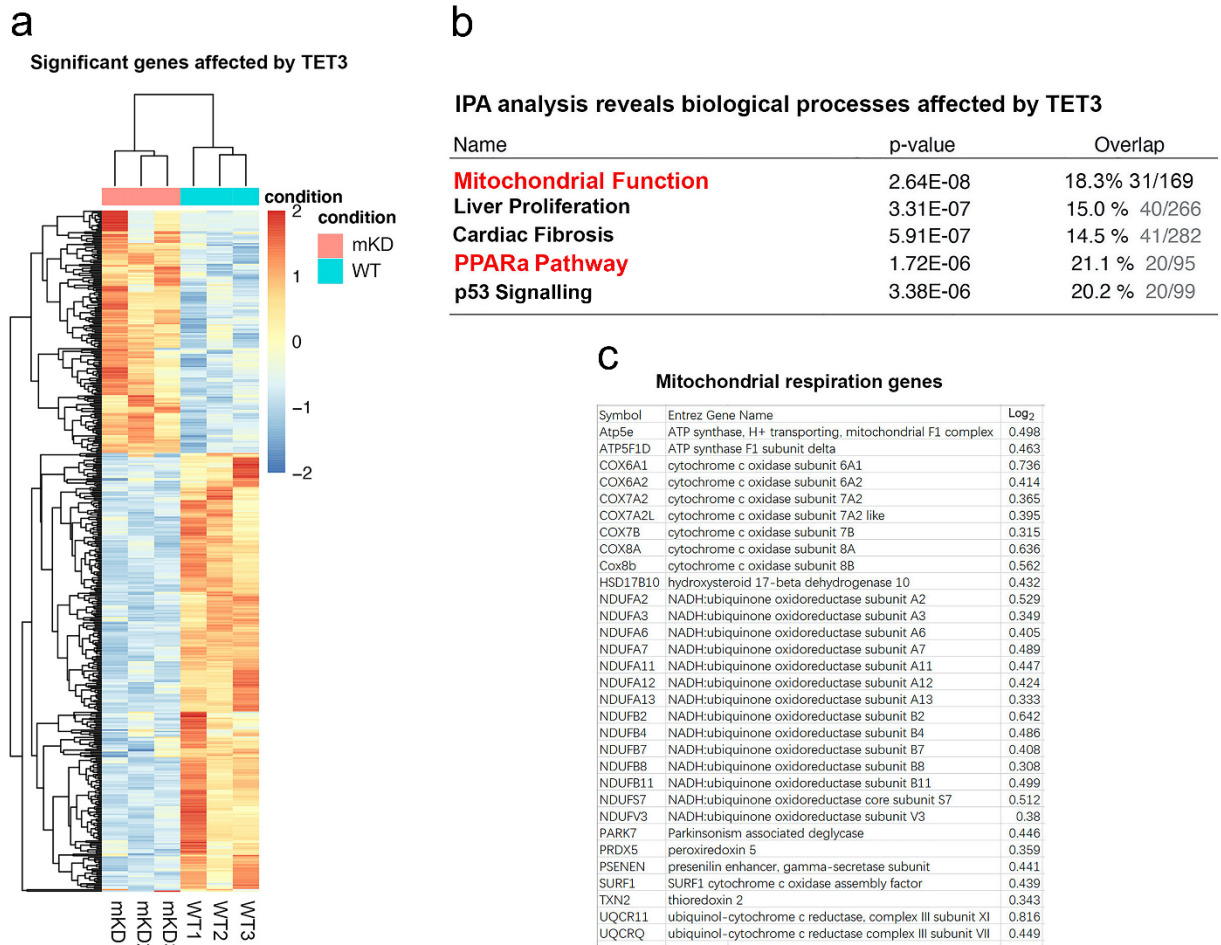

ESM Fig. 4: TET3 knockdown alters mitochondrial pathway gene expression. (a) Heat map showing relative levels of genes in muscle of WT and mKD mice. Scale based on changes in log₂ expression. n=3 biological replicates in each genotype. (b) Pathway analysis revealed “Mitochondrial Function” and “PPARa Pathway” being among the top biological processes affected by TET3. (c) Log₂ expression levels of a set of 31 mitochondrial genes in muscle of mKD mice relative to WT.

How the deposited data were processed for this re-analysis (not part of the article)

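RNA-seq libraries of GAS muscle from 3 WT and 3 mKD mice were analysed. The paper describes the mice of each genotype as biological replicates, and the sample labels number them 1 to 3. RNA was extracted with a kit for fibrous tissue and libraries were made after poly(A) selection with a strand-specific kit. The deposited table gives a normalised signal per gene and library, which the authors made by dividing read counts by 1 factor per library. It also gives the authors' log2 fold changes, WT over mKD, with p-values and adjusted p-values, and 2 score columns deposited by the authors, the standard error and the Wald statistic of DESeq2. The main test used neither of these 2 columns. The Wald statistic was read in beside the authors' p-values, with its sign turned to mKD over WT. The authors' software was Partek Flow version 9.0.20.0622, and the paper names DESeq2 for the RNA-seq statistics. The submitters' processing notes name GRCm38 (mm10), and the aligner and the counting tool are not given in the sources used here. The methods give an FDR below 0.05 for the pathway analysis, and the results section gives 1.2-fold with p under 0.05, so both thresholds were used.

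Whole reads were recovered from each library by division by its smallest positive value, and 100% of values came out whole within 1e-04. The totals, 16219227 reads in the shallowest library and 32148270 in the deepest, set the precision of genes with few counts. Of 22027 genes in the table, 13023 to 13510 had at least 1 read in a library. Across genes, Pearson's r of log2 values was 0.948 to 0.957 between WT libraries, 0.950 to 0.966 between mKD libraries and 0.934 to 0.960 between genotypes. The first principal component held 31.8% of the variance and the second 23.2%.

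The comparison was fixed before the data were examined as edgeR on raw counts, with limma as the test for normalised values. Since the deposited values are normalised, limma with a trend (version 3.58.1, R 4.3.3) on log2(value + 1) was the main test, with genotype as the only term and Benjamini-Hochberg adjustment over the 12322 genes that pass edgeR's filter on low counts. DESeq2 1.42.0 and edgeR 4.0.16 on the recovered reads were run as alternatives. Exact permutation tests were two-sided, and 10 splits of the 6 libraries limit them to a p of 0.10. Gene coordinates and transcript lengths come from GENCODE M21 on GRCm38, which holds 99.4% of the gene identifiers (86.0% in the same version). In the table 30 symbols are carried by more than 1 gene.

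Before the data were examined, 38 gene lists were written, for respiratory complexes and other metabolic pathways, PPARα and PGC-1α, signalling, ribosome, proteasome and chromatin, fibre types, and markers of other cell types in muscle. The first rows of ESM Table 2, all but 14384 of 16383, had been read before that. Lists were tested with camera at a preset correlation of 0.01 between genes and Benjamini-Hochberg adjustment over the lists, and again with an estimated correlation, with fry and with Fisher's exact test. Camera compares a list with the other genes, while fry tests it against no change, so the 2 answer different questions. The set of 31 genes in ESM Fig. 4c was read from the picture and received no set test. The genes named are those the paper names for this experiment, up to 10 in each direction with the largest change at an adjusted p under 0.05 (mean count at least 50, genotypes not overlapping), and up to 4 of each list with the smallest p; some genes under this rule are not reported here. *Ppargc1b*, *Atp5g2*, *Uqcr10*, *Cox7c* and *mt-Nd5* come under the last part.

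The relation of fold change to transcript length was measured with Spearman's rho on the longest annotated transcript, for 12315 genes. The trend of each library over log2 length was removed with a lowess curve (span 0.3) as an alternative. In addition, 10000 random lists matched in 20 bins of length and 5 bins of expression gave the median that genes of the same length and expression have. They were drawn from all genes tested, and the members of the list itself were not removed. Other alternatives set beforehand were upper-quartile scaling, no filter on low counts, a mean count of at least 50, pseudocounts of 0.5 and 4, the authors' size factors in edgeR, the authors' deposited p-values over the genes kept, an adjusted p of 0.1, a fold of 1.5, the replicate number as a block, and leaving out each library in turn. The edgeR test on recovered reads with TMM, TMM scaling before limma, leaving out mKD libraries 1 and 3, thinning of all libraries to 16219227 reads and the median transcript as the length were chosen after seeing the data.

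The tests were tested on simulated data drawn from the means, dispersions and library sizes of these libraries, with 200 of 12322 genes changed. Genes were drawn independently, and for these calls no trend or difference shared by groups of genes was put in. The rates of calls and false calls may therefore differ in the real libraries. At a fold of 1.2 limma called 0% of the changed genes at an adjusted p under 0.05 and at a fold of 1.5 it called 2%, and with the unadjusted p and 1.2-fold it called 26% and 62%. At folds of 2 and 3 limma called 32% and 70% at an adjusted p under 0.05, with 4 false calls among all unchanged genes, and DESeq2 called 66% and 84%, with 40 false calls. A simulated length trend with no change of a list of 82 genes gave that list a median log2 fold change of 0.36 before and 0.0060 after removal of the trend. A simulated shift of 0.30 gave 0.29 after removal where no trend was simulated, and 0.27 where a trend was. The simulated trend followed the longest transcript, the length that the removal uses, so these runs cannot tell which length is the right one. The RNA-seq pathway software of the paper was not used here, and experiments other than RNA-seq were not analysed here.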

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

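The tests of slow fibre genes, of nerve genes, of the median transcript as the length and of other splits of the libraries were chosen only after the result was seen.

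Gene groups that the paper does not discuss had a positive median log2 fold change. The value, mKD minus WT, was 0.36 for the cytosolic ribosome, 0.29 for the proteasome, 0.24 for the mitochondrial ribosome, 1.48 for Schwann cell and nerve genes and 2.15 for adipocyte genes. The nerve and adipocyte groups differed between the mKD libraries. The median of the nerve genes relative to the WT mean was 3.37, -0.54 and 1.63 in mKD libraries 1, 2 and 3, and that of the adipocyte genes 2.87, 1.05 and 2.76. Adipocyte genes also differed within WT, with medians of 1.00, 1.67 and -2.80 in WT libraries 1, 2 and 3.

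Nuclear oxidative phosphorylation genes had a mean log2 difference between genotypes of 0.30 (standard error over libraries 0.11). After removal of each library's trend over the longest annotated transcript it was 0.054 (standard error 0.066). The camera call ended because the difference fell, not because the spread grew. With the median transcript as the length the mean difference was 0.18 (standard error 0.087) and the camera call stayed (adjusted p = 3.2e-05, range over settings 1.5e-16 to 0.61). That setting left a rank correlation of -0.31 with the longest transcript, while removal over the longest left -0.085 with the median transcript. The part that the trend may account for depends on the length used, and the median transcript took out less of the trend. A higher share of slow oxidative fibres stays open, because the mean difference of slow fibre genes was 0.37 (standard error over libraries 1.15). Higher activity of PGC-1α stays open as well, because 53 other PGC-1α, citrate cycle and fatty acid oxidation genes had a mean difference of 0.10 after removal of the trend (standard error 0.22), which includes 0 as well as the difference to be explained. The trend went with transcript length (partial rank correlation -0.31 at fixed gene span) more than with gene span (-0.13 at fixed transcript length). A difference in RNA integrity or library preparation could give this, while an effect of genotype on long transcripts stays open as untested. The mitochondrially encoded genes, with a median longest transcript of 784 nucleotides, did not share the trend (median log2 fold change -0.14).

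The transcripts of *Tet3*, *Tet2* and *Tet1* were each lower in every mKD library than in every WT library, at log2 fold changes of -0.60 (standard error 0.18), -0.58 (standard error 0.18) and -1.48 (standard error 0.43) and none past an adjusted p of 0.05 in limma. After removal of the length trend *Tet3* had -0.22 (standard error 0.18) and *Tet2* -0.24 (standard error 0.19), both within 2 standard errors of 0 because the differences fell, while with the median transcript as the length *Tet3* had -0.35, short of an unadjusted p of 0.05, and *Tet2* -0.49, still past it, so the part that the trend may account for depends on the length used. *Tet1* had -1.03 (standard error 0.42) after removal (-1.59 with the median transcript), more than 2 standard errors from 0, which argues against the trend as its whole cause. *Tet1* rests on few counts, with a mean of 64.3 in WT and 21.3 in mKD. *Tet3* is the gene deleted in mKD fibres. In GAS of mKD mice the paper reports lower *Tet3* mRNA by qPCR and lower TET3 protein, which do not rest on these libraries. How much of the difference here comes from the deletion and how much from the trend was not separated. Values for the floxed exons were not analysed here.

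Schwann cell and nerve genes were high in mKD libraries 1 and 3. Of the list, 86.7% of members were higher in both than in every other library, but these libraries were picked because the list stood out in them, so this share says nothing about the cause, and nerve tissue in the dissected muscle stays open. *Pmp22*, a gene of peripheral nerve myelin, had 11256 and 2285 counts in mKD libraries 1 and 3, against 663 in mKD library 2 and 680, 773 and 806 in the WT libraries. All 15 members passed the filter on low counts and *Prx* and *Pmp22* had counts in each WT library, so the list is not specific to those 2 mice. The median of mKD library 2 lay below the WT mean (-0.54), and the camera call on the list had adjusted p = 8.5e-04, adjusted p = 0.74 with an estimated correlation and a range over settings of 8.3e-13 to 1.0.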

How the results depend on the processing

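The edgeR test on recovered reads, TMM scaling, leaving out mKD libraries 1 and 3, thinning and the median transcript as the length were chosen only after the data were seen. With mKD libraries 1 and 3 left out, the 1 mKD library left is assumed to vary like the WT libraries. Changes of scaling, pseudocount, low-count filter and depth kept the direction of *Tet3*, *Tet2*, *Tet1* (not tested at a mean count of at least 50, which it does not reach) and *Ppargc1a* and the side of the threshold of the oxidative phosphorylation list. Except where a reason is given, the cause was not tested. The number of genes at an adjusted p under 0.05, 2 in limma, was 535 in DESeq2, 512 by the authors' deposited p-values over the genes kept, 71 at an adjusted p of 0.1, 4 with mKD libraries 1 and 3 left out, 0 with the length correction (limma, 1335 at an unadjusted p under 0.05) and 0 to 4 with 1 library left out. The number at 1.2-fold was 1294 with the length correction, 1193 with mKD libraries 1 and 3 left out (fewer samples), 892 at 1.5-fold (a stricter threshold) and 1467 to 2304 with 1 library left out. These counts were 2 and 1814 with the median transcript. *Tet3* was no longer past an unadjusted p of 0.05 with the length correction (-0.22) or with the median transcript (-0.35), and *Tet2* with the length correction (-0.24) or with mKD libraries 1 and 3 left out (-0.66). With 1 library left out *Tet3* ranged from -0.72 to -0.44, *Tet2* from -0.70 to -0.41 and *Ppargc1a* from -0.10 to 0.30; *Ppargc1a* was negative without mKD library 2 (-0.10), and 0.49 in mKD library 2 alone. Of the 31 genes, 3 passed with the length correction, 16 with the median transcript and 13 to 30 with 1 library left out. The number of lists past the threshold, 15 in camera, was 8 with the length correction, 13 with the median transcript, 0 with an estimated correlation (2 in fry) and 16 to 18 with 1 library left out. Those past it in fry were the cytosolic ribosome and chromatin regulators (adjusted p = 0.032 from fry for both). The oxidative phosphorylation list had adjusted p = 0.57 with the length correction, 0.60 with an estimated correlation and 0.15 in fry, and 4.3e-14 to 3.1e-06 with 1 library left out. PPARα targets passed in DESeq2 (0.043), by the authors' p-values (0.047) and with mKD libraries 1 and 3 left out (9.8e-05), and had 1.3e-04 to 0.65 with 1 library left out. PPARα regulators passed in DESeq2 (0.041), by the authors' p-values (0.038) and in Fisher's exact test (0.018), and had 0.040 to 0.27 with 1 library left out. The rank correlation with length was -0.36 with no low-count filter, -0.28 with the median transcript, -0.0054 with the length correction (by its construction) and -0.46 to -0.39 with 1 library left out.

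The libraries share only a replicate number. With the replicate number as a block 0 genes passed an adjusted p of 0.05 in limma (1742 at an unadjusted p under 0.05; edgeR 2 and DESeq2 535 without the block), 1742 passed at 1.2-fold, 19 of the 31 genes passed and PPARα targets had adjusted p = 0.022. With the block and the length correction these were 0 genes (1051 at an unadjusted p under 0.05), 1051 genes and 3 of the 31, *Tet3* had -0.22 and *Tet2* -0.24, 8 lists passed, the oxidative phosphorylation list had adjusted p = 0.61 and the rank correlation with length was -0.0054. Deviations of libraries with the same number had correlations of 0.055, -0.051 and -0.076, and not every library correlated best with its own number.

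The 10 splits of 6 libraries into 3 and 3 are too few for a share under 0.05. The real split gave 2 genes at an adjusted p under 0.05 (highest other 1), 2196 at 1.2-fold (highest other 741), 15 lists (highest other 16) and a median of 0.291 for oxidative phosphorylation (highest other 0.288). At least 15 lists passed in 4 of the 10 splits, the real one included. Of the 31 genes 28 passed in the real split (highest other 17), which says nothing about chance because the study chose them on that split. The shallowest library, WT 1, has 16219227 reads, and with all libraries thinned to that depth 2 genes passed an adjusted p of 0.05 and 2124 passed at 1.2-fold.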

Differences from the paper's values

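*Txn2* had a log2 fold change of 0.043 (standard error 0.18, 95% confidence interval -0.38 to 0.46) here. The paper's value is 0.34 in ESM Table 2 (standard error 0.16), after its sign is turned to mKD over WT. The authors' deposited table gives -0.035 for WT over mKD (adjusted p = 0.96 from DESeq2). None of the alternatives set before the data were examined came within the standard error of the paper's value, but the interval above includes that value. The standard error reflects the spread between mice and does not measure how far fits of the same libraries may differ. With mKD libraries 1 and 3 left out, *Txn2* had 0.30. That setting was chosen after seeing the values, and the 1 mKD library left is assumed to vary like the WT libraries.

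*Prdx5* had 0.61 (standard error 0.18, 95% confidence interval 0.19 to 1.02), and the paper's value is about 0.36 in ESM Fig. 4c, read by eye, inside that interval. It came within the error without mKD library 1 (0.54), without mKD library 2 (0.47), with the length correction (0.43) and with the replicate block and the length correction (0.43), and not under the other alternatives set before the data were examined. *Psenen* had 0.60 (standard error 0.15, 95% confidence interval 0.25 to 0.94), and the paper's value is about 0.44 in ESM Fig. 4c, read by eye, inside that interval. It came within the error without WT library 1 (0.50), WT library 3 (0.59), mKD library 1 (0.60) or mKD library 3 (0.50) and with the replicate block (0.60), and not under the others set beforehand. At 0.59 and 0.60 the value hardly moved, so a wider error brought it within reach. *Uqcr11* had 0.61 (standard error 0.21, 95% confidence interval 0.13 to 1.09), and the paper's value is about 0.82 in ESM Fig. 4c, read by eye, inside that interval. It came within the error in edgeR with the authors' size factors (0.62), with a mean count of at least 50 (0.61), in DESeq2 (0.62), without WT library 3 (0.77), without mKD library 3 (0.81), with the replicate block (0.61) and in the authors' deposited table (0.62), and not under the others set beforehand. At 0.61 the value itself did not move. As WT over mKD, the authors' deposited table gives -0.64 for *Prdx5* and -0.59 for *Psenen*, close to the values here once the sign is turned.

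The paper counts all 31 genes of ESM Fig. 4c as higher by 1.2-fold with p under 0.05, and 28 passed in limma. *Ndufb8* passed in DESeq2, by the authors' deposited p-values, without WT library 3 and without mKD library 3, and, in settings chosen after seeing the values, with TMM scaling and with mKD libraries 1 and 3 left out. *Uqcrq* passed without mKD library 3 and with mKD libraries 1 and 3 left out, the latter chosen after seeing the values. *Txn2* passed under no setting run.

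The paper names the PPARα pathway among the processes most affected, from a pathway tool that was not used here. The 2 PPARα lists did not pass in camera, with adjusted p = 0.071 for targets and adjusted p = 0.098 for regulators. With the length trend removed camera gave adjusted p = 0.20 for targets and adjusted p = 0.67 for regulators. The targets passed in DESeq2, by the authors' deposited p-values, with the replicate block and without WT library 3 or mKD library 1, and the regulators in DESeq2, by the authors' deposited p-values, in Fisher's exact test and without WT library 1 or mKD library 3, while the targets also passed with mKD libraries 1 and 3 left out, chosen after seeing the values, where the 1 mKD library left is assumed to vary like the WT libraries. The paper states that TET2 expression in muscle was not altered, from an immunoblot of TET2 protein in other mice aged 12 weeks (ESM Fig. 2). *Tet2* transcript had -0.58 here and passed 1.2-fold at an unadjusted p under 0.05, but not an adjusted p of 0.05 (adjusted p = 0.19 from limma), and with the length correction it was -0.24 (-0.49 with the median transcript, a setting chosen after seeing the values).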

Other observations

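Some clock genes were higher in mKD when adjusted over their list. Of 19 circadian clock genes, 6 were higher and 4 lower at 1.2-fold with an unadjusted p under 0.05 (3 higher and none lower when adjusted over the list alone), and the list as a whole did not pass in camera (median -0.06, adjusted p = 0.77). Camera tests for a shift in 1 direction, in which opposite changes cancel. The mixed test of fry, for changes in either direction, gave unadjusted p = 0.0024 for the clock list and 5.4e-07 for PPARα regulators. *Per2*, a repressor of the clock, had 0.76 (standard error 0.16), the clock output gene *Dbp* 0.68 (standard error 0.15) and the repressor *Cry2* 0.52 (standard error 0.12), while the activator *Arntl* had -0.78 (standard error 0.24) and did not pass over the list. Genes of muscle atrophy and its stress response had a median of 0.25, with 4 higher and 1 lower of 20 (3 higher and 1 lower when adjusted over the list alone; camera, adjusted p = 0.091). Among them *Eif4ebp1*, an inhibitor of translation initiation, had 0.88 (standard error 0.14) and its activator *Atf4* 0.59 (standard error 0.15), while the ubiquitin ligase gene *Fbxo30* had -0.63 (standard error 0.15). The atrophy list passed without WT library 3 (adjusted p = 0.0077) and without mKD library 2 (adjusted p = 0.0048), with a range over all settings of 0.0048 to 0.96. *Hipk2*, a kinase that activates p53, had -0.81 (standard error 0.10, adjusted p = 0.072 from limma), and of 31 p53 signalling genes 10 were lower and 1 higher (median -0.10, adjusted p = 0.18 from camera, 1 lower when adjusted over the list alone). With the length trend removed, 4 p53 signalling genes were lower and 2 higher. At the neuromuscular junction *Musk*, the receptor kinase that organises acetylcholine receptors, had 0.70 (standard error 0.18), and of 17 genes 2 were higher and 1 lower (adjusted p = 0.78 from camera).

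Pericyte and smooth muscle genes fell in camera (median -0.32 over 14 genes, adjusted p = 0.022, and adjusted p = 0.60 with an estimated correlation), with 5 lower and 1 higher at 1.2-fold and the same counts when adjusted over the list alone. *Rgs5*, a pericyte marker, had -0.78 (standard error 0.11) and *Notch3* -0.64 (standard error 0.17), while *Tagln*, of contractile smooth muscle, had 0.39 (standard error 0.12). This call was lost without WT library 3 (adjusted p = 0.11) and without mKD library 1 (adjusted p = 0.068), with a range over all settings of 0.0017 to 0.60, and the median was -0.24 with the length trend removed. Adipocyte genes had adjusted p = 0.0049 in camera (adjusted p = 0.60 with an estimated correlation), with 2 of 14 higher at 1.2-fold and 0 when adjusted over the list alone in limma; *Retn*, which encodes resistin, had 3.59 (standard error 1.35) and *Cfd*, which encodes adipsin, 3.47 (standard error 1.39). Without WT library 3, in which *Cfd* had 13.9 counts against 706 and 568 in the other WT libraries and *Retn* had none, these were 1.91 and 1.67. With mKD libraries 1 and 3 left out, so that the 1 mKD library left is assumed to vary like the WT libraries, the adipocyte list had adjusted p = 0.29 (range over settings 6.8e-04 to 1.0). The nerve list had 1 of 15 genes higher at 1.2-fold, *S100b* at 2.69 (standard error 0.85), and 0 when adjusted over the list alone.

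The 13 mitochondrially encoded genes did not pass in camera (adjusted p = 0.11), but did without mKD library 2 (adjusted p = 0.0032, range over settings 6.3e-08 to 1.0) and with the length trend removed (adjusted p = 6.3e-08, and adjusted p = 0.91 with an estimated correlation). The latter call arose because the correction lowered these short genes, which did not share the trend. The reads of these genes were 10.2%, 9.2% and 10.8% of the WT libraries and 7.59%, 10.9% and 8.52% of the mKD libraries. With the length trend removed, 8 lists passed in camera, of which 4 were higher and 4 lower in mKD, and 0 of them with an estimated correlation. Those higher were the cytosolic ribosome, the proteasome, nerve and adipocyte lists. Those lower were the endothelial, matrix, pericyte and mitochondrially encoded lists. In camera 13 lists passed with the median transcript as the length, a setting chosen after seeing the data.

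Of the other lists, none passed in camera. The adjusted p was 0.11 for fast fibre genes, 0.19 for red blood cells, 0.22 for glycolysis, 0.26 for the citrate cycle and for complex II, 0.28 for fibroblasts, 0.29 for lipid synthesis, 0.32 for the TET family and DNA methylation, 0.39 for immediate early genes, 0.70 for slow fibre genes, 0.73 for satellite cells and for the paper's reference genes, and 0.77 for mitochondrial biogenesis and for macrophages and leukocytes. Leaving out 1 library brought some of these past the threshold. Fast fibre genes passed without WT library 2 (adjusted p = 0.012) or mKD library 2 (0.042), slow fibre genes without WT library 2 (0.026) or WT library 3 (0.042), red blood cell genes without mKD library 1 (0.013), lipid synthesis genes without mKD library 2 (0.026) and immediate early genes without mKD library 2 (0.0032). Over all settings the lowest adjusted p of these 5 lists was 0.012, 0.018, 1.6e-04, 0.026 and 0.0020, and the highest was 0.89 for fast fibre genes, 0.97 for red blood cells and 1.0 for the others. The TET family and DNA methylation list had a median of 0.06 over 14 genes and the satellite cell list 0.04 over 13 genes, while the direction in camera was lower for both; the clock genes had a negative median and a direction of higher. In the TET list 5 genes were lower at 1.2-fold, among them the DNA methyltransferase gene *Dnmt3a* at -0.65 (standard error 0.19). With the length trend removed, 1 gene of the TET list was lower and 1 higher. Slow fibre genes differed within WT, with means relative to the WT mean of 0.52, -2.01 and 1.49 in WT libraries 1, 2 and 3.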
